# Chronic expression of p16^INK4a^ in the epidermis induces Wnt-mediated hyperplasia and promotes tumor initiation

**DOI:** 10.1038/s41467-020-16475-3

**Published:** 2020-06-01

**Authors:** Narmen Azazmeh, Benjamin Assouline, Eitan Winter, Shmuel Ruppo, Yuval Nevo, Alexander Maly, Karen Meir, Agnieszka K. Witkiewicz, Jonathan Cohen, Sophia V. Rizou, Eli Pikarsky, Chen Luxenburg, Vassilis G. Gorgoulis, Ittai Ben-Porath

**Keywords:** Cancer models, Skin cancer, Tumour-suppressor proteins

## Abstract

p16^INK4a^ (CDKN2A) is a central tumor suppressor, which induces cell-cycle arrest and senescence. Cells expressing p16^INK4a^ accumulate in aging tissues and appear in premalignant lesions, yet their physiologic effects are poorly understood. We found that prolonged expression of transgenic p16^INK4a^ in the mouse epidermis induces hyperplasia and dysplasia, involving high proliferation rates of keratinocytes not expressing the transgene. Continuous p16^INK4a^ expression increases the number of epidermal papillomas formed after carcinogen treatment. Wnt-pathway ligands and targets are activated upon prolonged p16^INK4a^ expression, and Wnt inhibition suppresses p16^INK4a^-induced hyperplasia. Senolytic treatment reduces p16^INK4a^-expressing cell numbers, and inhibits Wnt activation and hyperplasia. In human actinic keratosis, a precursor of squamous cell carcinoma, p16^INK4a^-expressing cells are found adjacent to dividing cells, consistent with paracrine interaction. These findings reveal that chronic p16^INK4a^ expression is sufficient to induce hyperplasia through Wnt-mediated paracrine stimulation, and suggest that this tumor suppressor can promote early premalignant epidermal lesion formation.

## Abstract (web summary)

It is unclear how resident p16-expressing senescent cells affect the propensity of tissues to develop cancer. Here, the authors show that chronic p16 expression in the mouse epidermis causes hyperplasia and dysplasia through Wnt-mediated paracrine stimulation of proliferating keratinocytes, and can contribute to tumour formation.

## Introduction

Activity of tumor-suppressive cellular mechanisms is often associated with cell and organismal aging, yet cancer propensity substantially increases with age^1–3^. p16^INK4a^, encoded by the *CDKN2A* gene (p16 hereafter), represents an important link between cancer, cellular responses to stress, and aging. p16 is a central tumor suppressor, which is among the most commonly mutated genes in diverse human malignancies^4,5^. When activated, p16 binds and inhibits CDK4/6-Cyclin D complexes, leading to Rb activation, and thereby induces cell-cycle arrest and senescence^4,6^. This pathway represents one of the central mechanisms blocking the proliferation of damaged or oncogene-expressing cells.

Whereas p16 is not expressed in most embryonic and adult cells^7^, its levels increase in multiple tissues with age^8–11^. The specific stimuli underlying age-associated p16 activation have not been directly established. However, a variety of stresses, including radiation, DNA damaging agents, cigarette smoke, and oncogene activity, were shown to induce p16^12–15^. Aged animals lacking p16 show increased replicative and regenerative capacity in several tissues, indicating that it contributes to the aging-associated decline in these processes^1^. It was more recently shown that directed genetic elimination of p16-expressing senescent cells during mouse aging delays the functional deterioration of multiple organs and increases lifespan^11^. This finding and subsequent studies have highlighted the negative contribution of senescent cells to age-associated pathologies, and the therapeutic potential for their pharmacologic removal through senolytic drug treatment^16,17^. Whether senolytic treatments have potential benefit in cancer therapy is currently largely unknown.

The expression of p16 in aging tissues raises the question of whether its activity influences cancer development. Mice carrying an extra copy of *Cdkn2a* show increased resistance to cancer, consistent with the known tumor-suppressive role of p16^18^. In contrast, elimination of p16-expressing senescent cells reduces cancer mortality rates in mice, suggesting that such cells could contribute to tumor development^11^. The mechanisms underlying this are not fully known. It has been suggested that resident senescent cells can promote tumorigenesis during aging by generating inflammation mediated by cytokine secretion, a feature of senescence known as the senescence-associated secretory phenotype (SASP)^3,19^. It is, however, unclear whether all cells expressing p16 in vivo achieve a full senescence phenotype, and p16 activity itself appears to be insufficient to induce the SASP^20,21^. The functional contributions of p16 to age-associated changes in cancer propensity, therefore, remain poorly characterized.

Here we study the effects of prolonged p16 expression in the epidermis, in order to uncover its effects on tissue structure and cancer development. p16 levels and senescence were reported to increase with age in the skin dermis and epidermis^22–24^. UV radiation (UVR), the major cause of skin malignancies, activates p16^13,25^, and p16-expressing cells are detected in premalignant epidermal lesions such as actinic keratosis^26–28^. The high mutation rates of p16 in cutaneous squamous cell carcinoma and other skin malignancies^5,29,30^ indicate that it suppresses malignant progression. However, it is unknown whether the activity of p16 in the normal epidermis and in premalignant lesions influences the development of disease. Furthermore, whether p16-expressing cells in such early lesions can be targeted by senolytic therapy, and whether this may have therapeutic benefit, has not been tested.

Using transgenic mice allowing tissue-specific p16 activation, we demonstrate that the persistent expression of p16 in a subset of cells within the epidermis induces hyperplasia and dysplasia, and promotes tumor formation following mutagenesis. We show that p16 expression in mice and in cultured keratinocytes leads to Wnt-pathway activation, which contributes to epidermal hyperproliferation, and that senolytic elimination of p16-expressing cells inhibits hyperplasia. These findings reveal that chronic p16 activity is sufficient to induce premalignant tissue changes through a non-cell-autonomous mechanism, and uncover a potential tumor-promoting function of this gene during early tumorigenesis.

## Results

### Epidermal p16 induction causes partial senescence features

To study the effects of p16-expressing cells on the adult skin we crossed mice carrying a doxycycline-activated human p16 gene (tet-p16)^21^ with K5-rtTA mice^31^, allowing its inducible activation in the basal epidermis. Transgenic p16 protein was detected in ~40% of basal keratinocytes in the interfollicular epidermis (IFE) after 2 days of doxycycline (dox) treatment at 3 weeks of age (Fig. 1a–c). Tissues showed reduced phosphorylated Rb levels, consistent with expected Rb activation (Fig. 1d). Staining for Ki67 revealed a dramatic reduction in the number of proliferating IFE basal cells after 2 days of p16 activation (Fig. 1e, f). However, after 2 weeks of p16 activation, overall proliferation rates returned to those of control animals.

**Fig. 1:**
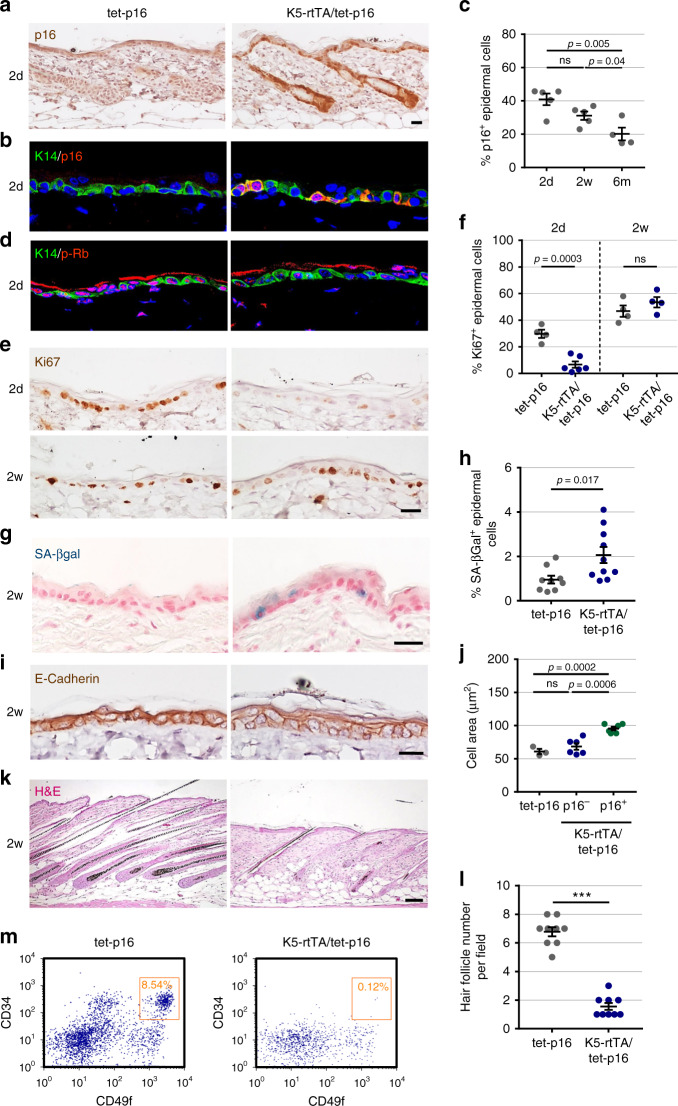
p16 induces cell-cycle arrest and cell hypertrophy, and disrupts hair-follicle growth. **a** Immunostaining of human p16 (brown) in back skin sections of K5-rtTA/tet-p16 and control tet-p16 mice treated with doxycycline (dox) for 2 days (2d) starting at 3 weeks of age. **b** Skin sections from the same mice stained for p16 (red) and K14 (green), which labels the basal epidermis. **c** Percentage of p16^+^ keratinocytes in the interfollicular epidermis (IFE) in mice treated with dox for 2 days (2d), 2 weeks (2w), or 6 months (6 m). Dots indicate individual mice, *n* = 5, 5, 4 in respective groups. **d** Skin sections from mice treated with dox for 2 days, stained for Rb phosphorylated on Thr-821/826 (p-Rb) (red) and K14 (green). **e** Immunostaining of the proliferation marker Ki67 (brown) in sections from mice treated with dox for 2 days (2d) or 2 weeks (2w). **f** Percentage of IFE keratinocytes expressing Ki67 in the same mice (dots). *n* = 4, 6, 4, 4. **g** SA-βGal staining (blue) of skin sections from indicated mice, treated with dox for 2 weeks. **h** Percentage of SA-βGal positive IFE cells from indicated mice (dots) treated with dox for 2 weeks. *n* = 9, 10. **i** Skin sections from indicated mice stained for E-Cadherin (brown) to indicate cell circumference. **j** Area of epidermal keratinocytes from indicated mice (dots). Shown are values for control mice (tet-p16), and for p16^−^ and p16^+^ keratinocytes in K5-rtTA/tet-p16 mice. *n* = 3, 6, 6 mice, >60 cells were scored per mouse. **k** H&E-stained skin sections from the indicated mice treated with dox for 2 weeks, showing hair-follicle morphology. **l** Number of hair follicles per field in indicated mice (dots), following dox treatment for 6 months. *n* = 9 per group. **m** FACS analysis of epidermal cells from indicated mice treated with dox for 6 months, stained for CD34, CD49f, and Sca1. Charts show Sca1^−^ (follicular) cells only. Gate indicates percentage of CD34^+^/CD49f^high^ hair-follicle stem cells. Cells were pooled from three mice per group. All graphs indicate mean across mice ± S.E.M, all scores were conducted visually from images. Blue labels DNA in all fluorescence images. ***P < 0.0001, *t* test. ns non-significant. Scale bars—20 μm, except **k**—100 μm.

Increased numbers of cells expressing the senescence markers SA-βGal and SenTraGor^32^ were detected in mice that have undergone 2 weeks of p16 activation (Fig. 1g, h and Supplementary Fig. 1a, b), yet those were lower than the numbers of p16-expressing cells, suggesting that not all transgene-expressing cells enter a fully senescent state. The average size of keratinocytes was increased in p16-expressing mice, specifically cells expressing the transgene, resulting in a thickening of the epidermis, with no increase in cell numbers (Fig. 1i, j and Supplementary Fig. 1c–e). Changes in other known markers of senescence such as p21, Lamin B1, DNA damage, or secreted factors were not detected. Together these findings indicate that p16 expression in epidermal keratinocytes induces cell-cycle arrest, cell hypertrophy, and some features of senescence.

p16 induction led to delayed growth of hair follicles (HF), reduced hair-follicle stem cell (HFSC) proliferation, and the formation of deformed HFs during the anagen stage initiated at 3 weeks of age (Fig. 1k and Supplementary Fig. 1f, g), reminiscent of the effect of p14^ARF^ activation^33^. Upon prolonged p16 expression, mice displayed a decrease in the number of HFs and hair loss (Fig. 1l and Supplementary Fig. 1f, h), and the numbers of CD34^+^/CD49f^high^ HFSCs were dramatically reduced (Fig. 1m). p16 expression thus blocks the proliferation of HFSCs and leads to their gradual depletion.

### Prolonged p16 expression induces hyperplasia and dysplasia

To examine the effects of prolonged p16 expression on the epidermis, we activated the transgene for 6 months. At this timepoint we detected p16 protein in ~20% of IFE cells (Fig. 1c). Strikingly, p16-expressing mice exhibited a thickened epidermis, in which both cell number and average cell size were increased (Fig. 2a–c). We observed an increased proportion of suprabasal differentiated cells in p16-expressing skins, while basal layer marker expression (K14, K5) was maintained and expanded in some regions (Fig. 2a, d, e and Supplementary Fig. 2a, b). These changes contrast with the normal young and aged mouse epidermis, which contains only a thin suprabasal layer (Supplementary Fig. 2c). p16-induced mice also often showed an expansion of the dermis with dense collagen deposition regions, and a reduction of fat layer width (Supplementary Fig. 2d). Although we did not observe a prominent inflammatory reaction, numbers of epidermal and dermal T-cells, as well as of macrophages, were increased (Supplementary Fig. 2e, f). Control mice in which GFP was activated instead of p16 for the same period did not show these changes (Supplementary Fig. 2g).

**Fig. 2:**
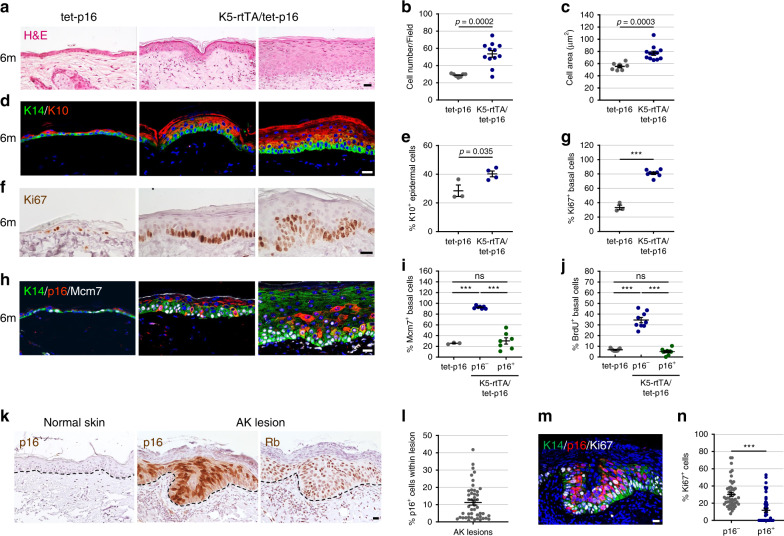
Chronic p16 expression causes epidermal hyperplasia and dysplasia. **a** H&E-stained skin sections of K5-rtTA/tet-p16 and control tet-p16 mice treated with dox for 6 months (6m). Typical (middle) and pronounced (right) phenotype regions are shown for p16-induced mice. **b** IFE keratinocyte cell number per field (40×) in indicated mice (dots). *n* = 7, 12 in respective groups. **c** Average area of IFE cells from the same mice, visually measured from E-cadherin-stained sections. *n* = 7, 12. **d** Sections from the same mice stained for K10 (red) labeling suprabasal cells and K14 (green) labeling basal cells. **e** Percentage of K10^+^ epidermal cells isolated from dissociated mouse ear epidermis of indicated mice (dots) after 6 months of dox treatment, scored by FACS. *n* = 3, 4. **f** Skin sections from the indicated mice stained for Ki67 (brown). Right image shows a region with dysplasia. **g** Percentage of Ki67^+^ basal IFE cells in indicated mice (dots) after 6 months of dox treatment. *n* = 3, 8. **h** Skin sections from same mice co-stained for human p16 (red), the proliferation marker Mcm7 (white) and K14 (green). **i** Percentage of Mcm7^+^ basal IFE cells in control mice (tet-p16), and among p16^−^ and p16^+^ cells in the epidermis of K5-rtTA/tet-p16 mice treated with dox for 6 months. *n* = 3, 7, 7. **j** Percentage of BrdU^+^ basal epidermal cells in same mice, scored from skin sections co-stained for BrdU and p16. *n* = 9 per group. **k** Serial sections of a human actinic keratosis lesion stained for p16 (middle) and Rb (right) (both brown). Staining for p16 in normal human skin is shown in left panel. Dotted lines label the basement membrane. **l** Percentage of p16^+^ cells within individual human actinic keratosis (AK) lesions (dots), among lesions showing p16 expression. *n* = 47. **m** AK lesion co-stained for p16 (red), Ki67 (white) and K14 (green). **n** Percentage of Ki67^+^ cells among p16^−^ and p16^+^ cells in human AK lesions (dots). *n* = 47. All graphs indicate mean across mice ± S.E.M, except panels **l**, **n** which indicate mean across lesions. All scores were conducted visually on images, except **e**. Blue labels DNA in all images. ***P < 0.0001, *t* test. ns non-significant. Scale bars—20 μm.

Strikingly, proliferation rates in the epidermis of mice expressing p16 for 6 months were dramatically increased, with 81% of basal keratinocytes expressing Ki67 relative to 33% in control mice (Fig. 2f, g). Furthermore, some epidermal regions exhibited dysplasia (atypia), exhibiting changes in nuclear morphology and basal layer organization (Fig. 2f, right panel). Co-staining for p16 and the proliferation marker Mcm7 revealed that 93% of basal IFE keratinocytes in which p16 was not activated (p16^–^) were proliferating, as opposed to 26% of basal IFE cells in control mice (Fig. 2h, i). A corresponding increase in BrdU incorporation, marking cells in S-phase, was observed (Fig. 2j). These findings indicate that prolonged p16 activity in a subset of epidermal cells is sufficient to induce the proliferation of the majority of surrounding keratinocytes. Surprisingly, 30% of p16-expressing (p16^+^) cells also stained positive for Mcm7, and 5% stained positive for BrdU, suggesting that some of the transgene-expressing cells possessed the ability to proliferate (Fig. 2i, j). Chronic epidermal p16 expression thus leads to hyperplasia and regional dysplasia, consistent with paracrine stimulation emanating from the p16^+^ cells.

We tested whether p16-induced hyperplasia influenced the regenerative capacity of the skin following wounding. Healing was delayed in mice in which p16 was activated for 2 weeks prior to wounding, and a similar delay was observed in mice in which p16 was activated for 6 months (Supplementary Fig. 3), indicating that the p16-induced hyperplasia does not lead to enhanced regenerative capacity.

### A subset of cells in human actinic keratosis express p16

The appearance of dysplastic regions in p16-expressing mice was reminiscent of early-stage human premalignant epidermal lesions. To establish whether p16^+^ cells are detected within such lesions, we stained sections of human actinic keratosis (AK) lesions, the common precursors to cutaneous squamous cell carcinoma (cuSCC)^34^. Previous studies reported varying percentages and staining patterns of p16 in these lesions^26–28^. We detected p16 protein in 47 of 72 lesions (65%), collected in three medical centers, with a mean of 11.3% p16^+^ cells per lesion in those that contained such cells (0.8–41.8%, *n* = 47) (Fig. 2k, l). p16^+^ cells were often interspersed among or adjacent to dividing, p16^–^, cells (Fig. 2m, n and Supplementary Fig. 4a). An average of 6% of the cells in AK lesions positively stained for SenTraGor, suggesting the presence of senescent cells in them (Supplementary Fig. 4b, c). Rb protein was also detected in these lesions, excluding Rb deletion or silencing, which would render p16 ineffective (Fig. 2k, right panel). Furthermore, as observed in the p16-induced mice, some p16^+^ cells were proliferating, based on Ki67 expression, yet in lower numbers than the surrounding cells (Fig. 2m, n). These findings are consistent with potential crosstalk between p16^+^ and p16^–^ subpopulations in human AK lesions, as suggested by the mouse model.

### p16 promotes formation of carcinogen-induced papillomas

The finding that p16 expression was sufficient to induce epidermal hyperplasia and dysplasia raised the possibility that cells carrying oncogenic mutations would be influenced by a p16-activated environment. We, therefore, tested whether chronic p16 expression would affect the rates of papilloma formation after carcinogen treatment, using the DMBA/TPA model^35^. We treated K5-rtTA/tet-p16 mice, as well as sibling control tet-p16 mice, with a single topical dose of the mutagen DMBA at 3 weeks of age, and 1 week later initiated p16 activation by dox treatment, and simultaneously began twice-weekly topical treatments with TPA. We tracked papilloma formation for 5 months. Strikingly, p16-expressing mice developed approximately double the number of papillomas than control mice (Fig. 3a, b). This indicates that p16 generates an environment that supports the ability of keratinocytes bearing an oncogenic mutation to initiate papillomas.

**Fig. 3:**
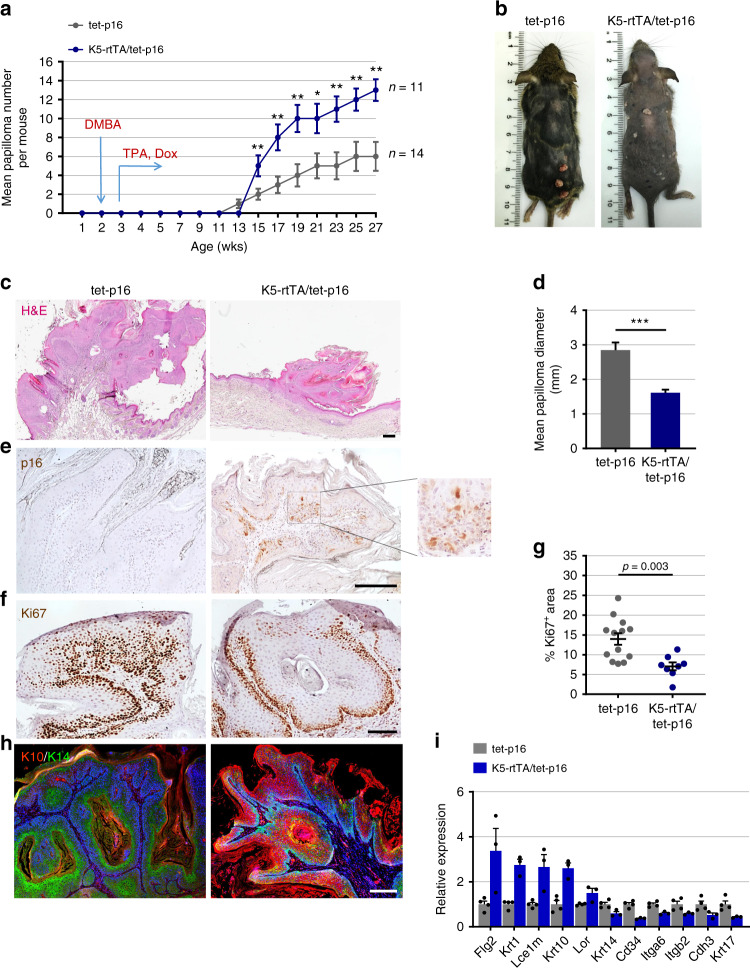
p16 promotes carcinogen-induced papilloma formation but slows lesion growth. **a** Average number of papillomas per mouse formed over time (age in weeks) in K5-rtTA/tet-p16 and sibling control tet-p16 mice treated once with DMBA at 3 weeks, followed by continued TPA treatment and p16 activation by dox starting at 4 weeks. *n* = 14, 11 mice per group combined from four independent experiments. **b** Images of indicated mice at 27 weeks of age, showing papillomas formed on back skins. **c** H&E staining of papillomas from control and p16-induced mice. **d** Mean diameter of papillomas from the same mice at 27 weeks. *n* = 84, 136 papillomas per group. **e** Immunostaining for p16 (brown) in papillomas from same mice. Enlarged inset is shown on right. **f** Staining for Ki67 (brown) in papillomas from same mice. **g** Percentage of Ki67-stained area of the epithelial component of papillomas (dots) from indicated mice, scored by image analysis. *n* = 13,8 in respective groups. **h** Papillomas from control and p16-induced mice stained for K14 (green) and K10 (red), marking the basal and suprabasal layers, respectively. **i** Relative mRNA levels of epidermal differentiation-associated genes in whole papillomas from control and p16-expressing mice, measured by mRNA-seq. *n* = 4, 3. *P* < 0.05 for all genes. Graphs indicate mean values across mice (**a**) or across lesions (**d**, **g**, **i**) ± S.E.M. *P < 0.01, **P < 0.001, ***P < 0.0001, *t* test. Scale bars—200 μm, except **f**—100 μm.

Interestingly, the papillomas that developed in p16-expressing mice were smaller than those in control mice, and contained fewer proliferating cells, which were more restricted to the basal epidermal regions of the lesions (Fig. 3c–g and Supplementary Fig. 5a). p16^+^ cells were readily detected within these papillomas (Fig. 3e). SenTraGor staining indicated higher numbers of senescent cells within the p16-induced papillomas, relative to the adjacent non-transformed epidermis (Supplementary Fig. 5b,c), consistent with previous reports indicating that p16 exerts a stronger pro-senescent effect when activated in the context of a strong pro-mitotic signal^36^. Expression profiling of whole dissected papillomas revealed a dramatic elevation in markers of differentiated epidermal layers and reduced expression of stem cell-associated markers, in addition to reduced expression of cell cycle, signaling, and cytoskeletal genes (Fig. 3h, i and Supplementary Fig. 5d, e).

Together these findings indicate that p16-expressing cells in the non-transformed tissue stimulate neighboring mutated oncogene-expressing cells to form growing premalignant tumors. However, p16 expression within formed oncogene-expressing lesions restricts proliferation, increasing senescence and differentiation, and thereby reduces tumor growth, consistent with its known tumor-suppressive roles.

### p16 expression activates Wnt in epidermal keratinocytes

We next set out to uncover the mechanisms by which p16-expressing cells stimulate proliferation and induce hyperplasia. We generated triple-transgenic K5-rtTA/tet-p16/tet-GFP mice, in which p16 and GFP were co-activated, and treated the mice with dox for 6 months (Fig. 4a). Co-expression of GFP did not reduce the numbers of detected p16^+^ cells (Supplementary Fig. 6a, b). 

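The data behind the expression profiling of sorted keratinocytes are 8 mRNA-seq libraries. Doxycycline given from 3 weeks of age for 6 months switched on transgenes in the cells of mouse skin that express the keratin 5 promoter. K5-rtTA/tet-p16/tet-GFP mice then expressed human p16 together with GFP, and K5-rtTA/tet-GFP control mice expressed GFP alone. GFP+ keratinocytes were sorted after removal of immune, endothelial and fibroblast cells by surface markers, and each sample held 80000 cells pooled from 3 mice, with 4 samples per group obtained in 3 independent experiments. The paper's text does not name the experiment of each sample. Libraries were made with an adapted CEL-Seq2 protocol, which sequences the 3′ ends of transcripts. In the labels, replicate 3 of both groups carries another wording of the library protocol than the other samples. The authors trimmed the reads with Cutadapt, aligned them to the mouse genome (GRCm38) with Tophat2 and deposited, for 22050 genes and transgenes, counts divided by a size factor for each sample and rounded to 1 decimal. The paper's text does not name the counting tool or say whether molecular identifiers were used. In every sample the deposited values were whole multiples of the value of a single read, so the reads could be recovered for 100% of the values. The control samples had 3414362, 2068248, 3067190 and 1760953 reads on genes for replicates 1 to 4, and the p16 samples had 3150237, 3202975, 2884544 and 3169274. A gene with 3 reads or fewer in every sample of a group was treated as at the limit of detection, which corresponds to normalized values between 2.23 and 4.58 depending on the sample. This limit covers counting error only. Groups were compared with limma on log2(normalized value + 1) over the 12782 genes with a mean normalized value of at least 1, with Benjamini-Hochberg adjustment, and a log2 fold change on this scale understates the change of low genes. The human CDKN2A transgene, which has its own entry among the genes, had normalized values of 0.7, 1.3, 2.5 and 1.5 in control replicates 1 to 4 and 10.1, 16.0 and 7.4 in p16 replicates 2 to 4. The library labelled p16 replicate 1 had a value of 1.6, from 2 reads, inside the range of the controls, and is named by its label throughout. Because every control had 3 reads or fewer, the transgene was at least 2.67-fold higher over the 4 p16 samples (exact two-sided permutation test, p = 0.0571, where 4 samples against 4 allow 0.0286). Mouse Cdkn2a had between 0.0 and 5.5 in every sample and did not differ (limma adjusted p = 0.914). The GFP transgene was abundant in all samples, with a normalized value of 5330 ± 809 (SD, n = 4) in control cells and 3550 ± 341 (SD, n = 4) in p16 cells.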

We then isolated GFP^+^ keratinocytes from these mice and from K5-rtTA/tet-GFP control mice expressing only GFP (Fig. 4b and Supplementary Fig. 6c). The transcriptome of GFP^+^ cells from p16-expressing mice revealed changes in multiple genes relative to GFP^+^ cells from control mice (624 upregulated and 750 genes downregulated, Supplementary Data 1), representing pathways known to be involved in senescence, including cell-cycle regulation, cytoskeletal structure, cell adhesion, protein turnover and metabolism (Fig. 4c). 

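In the comparison of 4 p16 samples with 4 control samples, 159 genes were higher and 334 lower in p16 cells with a Benjamini-Hochberg adjusted p under 0.05 in limma. At an unadjusted p under 0.05, the setting that moved these counts most, 897 genes were higher and 1141 lower. In edgeR's quasi-likelihood test on the recovered reads, which covered 10700 genes, 148 genes were higher and 289 lower after adjustment. Without the library labelled p16 replicate 1, the limma counts were 69 and 192, and without control replicate 1 they were 86 and 177. With replicate 3 of both groups left out, whose labels word the protocol differently, they were 66 and 157, and the 1 sample per group with that wording allows no test of its own. The 4 values of each group did not overlap at 1256 of the 12782 tested genes (9.83%), where chance gives 2.86%.

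Among the called genes without overlap, those with the largest rise included Dcn, Fam78b, Lce1m and Clec14a, and the 5 with the largest fall were Cd34, Adcy1, Acoxl, Ces1d and Scrg1. Cd34 (ENSMUSG00000016494, chromosome 1 of GRCm38 from 194938819 to 194961279) had a normalized value of 169 ± 51.4 (SD, n = 4) in control cells and 11.8 ± 4.08 (SD, n = 4) in p16 cells, a log2 fold change of -3.74 (standard error 0.25, limma adjusted p = 3.27e-06). Dcn (ENSMUSG00000019929, chromosome 10, 97479609 to 97518143) went from 5.85 ± 3.50 (SD, n = 4) to 104 ± 70.6 (SD, n = 4), a log2 fold change of 3.82 (standard error 0.44, limma adjusted p = 0.000233). Fam78b was at least 2.85-fold higher in p16 cells, since every control sample had 3 reads or fewer. Ces1d and Scrg1 were at the limit of detection in every p16 sample and were at least 7.70-fold and 5.64-fold lower. Lce1m passed the threshold in 5 of the 8 fits that left out a sample, with a limma adjusted p of up to 0.0674, without control replicate 2.

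The pathways were examined with gene lists written before the data were examined but after Supplementary Data 1 had been read. Camera with a preset correlation of 0.01 was run on 25 lists, with adjustment over the lists. Of 34 S phase and mitosis genes, 31 were lower in p16 cells, with a median log2 fold change of -0.32. None of them passed the adjusted threshold, 10 were lower at an unadjusted p under 0.05, and Supplementary Data 1 holds 8. As a list they were past the threshold in camera (adjusted p = 4.04e-06) but not with fry (adjusted p = 0.130), limma's rotation test. Of 38 actin cytoskeleton genes (median -0.10, camera adjusted p = 4.43e-05, fry adjusted p = 0.00670), 7 were called lower, among them Tpm1 and Tpm2, and 0 higher, with 16 lower and 1 higher at an unadjusted p under 0.05, and with 11 lower and 1 higher when adjusted over the list alone. Among these actin genes, Supplementary Data 1 lists 14 as lower and 1 as higher, so the counts are not independent evidence. Of 33 sterol and fatty acid synthesis genes, 29 were lower and 8 were called, among them Scd1 and Elovl6, with a median of -0.37 (camera adjusted p = 4.59e-11, fry adjusted p = 0.0157). Adjusted over the list alone, 17 were called lower and 1 higher. Supplementary Data 1 lists 17 of these genes as lower, so the latter count is not independent evidence. The 38 proteasome genes had a median of -0.13 (camera adjusted p = 0.000367, fry adjusted p = 0.0274) with none called and 8 lower at an unadjusted p under 0.05. The 78 oxidative phosphorylation genes had a median of -0.06 (camera adjusted p = 0.0107, or 0.358 without p16 replicate 3; fry adjusted p = 0.283), with none called and 9 lower at an unadjusted p under 0.05. The 76 ribosomal protein genes had a median of 0.01 (camera adjusted p = 0.442), or 0.05 without control replicate 4 (camera adjusted p = 0.0153). With the correlation estimated from the data, none of these 6 lists passed the threshold. Cell adhesion was not analysed here as a list. From the gene sets enriched among the changed genes, the paper states that they represent pathways known to be involved in senescence (Fig. 4c).

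**Figure D1:**
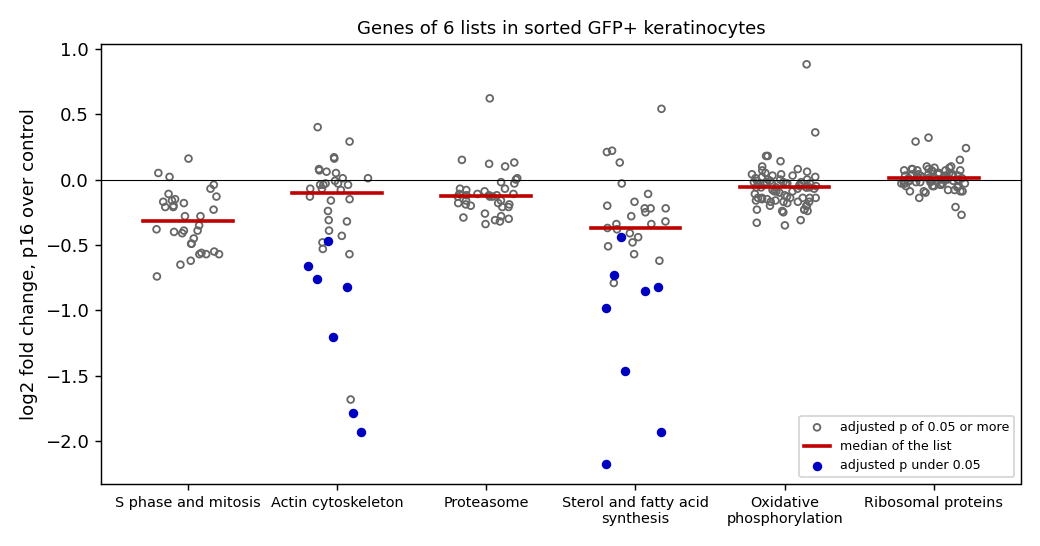
Log2 fold change of p16 over control cells (vertical axis) for each tested gene of 6 gene lists (horizontal axis, points spread sideways for display). Filled points have a limma adjusted p under 0.05, and red lines are list medians, which run from -0.37 for sterol and fatty acid synthesis to 0.01 for ribosomal proteins.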

Several cytokine-encoding genes were upregulated, including *Ccl20*, *Cxcl1,* and *Cxcl9*, as well as *Tgfβ* ligands, yet these did not constitute a full SASP (Fig. 4d). 

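Ccl20 (ENSMUSG00000026166, chromosome 1 of GRCm38, 83116766 to 83119167) had a normalized value of 6.58 ± 1.27 (SD, n = 4) in control cells and 25.1 ± 10.7 (SD, n = 4) in p16 cells, with a log2 fold change of 1.70 (standard error 0.32, limma adjusted p = 0.00854). Every p16 sample lay above every control sample (exact two-sided permutation test, p = 0.0286, the smallest that 4 samples against 4 allow). With replicate 3 of both groups left out, its adjusted p in limma was 0.0778, the highest of 20 other settings that start at 0.000882. Cxcl1 (chromosome 5, 90891241 to 90893115) rose 2.31-fold, to 8.32 ± 4.31 (SD, n = 4; exact permutation p = 0.0571), and its limma adjusted p of 0.265 did not pass the threshold. Cxcl9 (chromosome 5, 92321347 to 92328079) rose 2.83-fold, from 9.88 ± 7.12 to 27.9 ± 15.7 (SD, n = 4 each; exact permutation p = 0.0857). It was higher in 3 of the 4 p16 samples than in any control, with 6.6 in p16 replicate 4, and it did not pass the threshold after adjustment. Without that sample its limma adjusted p was 0.0123, the lowest of 20 other settings that reach 0.422. Tgfb1 (chromosome 7, 25687002 to 25705077) rose 1.45-fold, from 117 ± 11.3 to 169 ± 8.37 (SD, n = 4 each), with a limma adjusted p of 0.0156. Without p16 replicate 3 that value was 0.0503, and over 21 other settings it ran from 0.00580 to 0.113. Tgfb2 (chromosome 1, 186622792 to 186705989) rose 3.33-fold, from 26.6 ± 6.96 to 88.7 ± 45.1 (SD, n = 4 each), with a limma adjusted p of 0.00715. It stayed under 0.05 in all 8 fits that left out a sample, and over 21 other settings its adjusted p ran from 3.76e-05 to 0.0822. The limma adjusted p was 0.207 for Il18 (1.92-fold), 0.108 for Csf1 (1.44-fold) and 0.0941 for Inhba (from 3.75 to 13.5). For Inhba it was 0.00832 without p16 replicate 4 (up to 0.370 over 17 other settings), where its value of 4.1 lay among the controls. Of the 8 genes of Fig. 4d, 3 thus passed the adjusted threshold, 8 had an unadjusted p under 0.05, and 8 passed when adjusted over the list alone. The study chose these genes on the same samples, so the last count is not independent evidence.

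The extent of the senescence-associated secretory phenotype was examined with a list of 69 secreted factors and surface receptors from general knowledge, of which 47 had a mean normalized value of at least 1 and were tested. Ccl20 and Tgfb1 were called higher and Igfbp4, Igfbp6 and Timp2 lower. Adjusted over the list alone, 9 were higher and 4 lower, and at an unadjusted p under 0.05 the counts were 11 and 8. Supplementary Data 1 holds 8 of the tested genes as upregulated and 4 as downregulated. The median log2 fold change was 0.06, or -0.01 with genes at the limit of detection set to their bound, and the list did not move as a whole (camera adjusted p = 0.484). Of the factors outside Fig. 4d, Vegfa rose from 76.2 to 124 (limma adjusted p = 0.0521) and Igfbp4 fell from 830 to 482 (limma adjusted p = 0.0230). Igfbp6 was at 9.25 in control cells and 1.00 in p16 cells (limma adjusted p = 0.00502).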

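Of the 19 mouse Wnt ligand genes, 14 had a mean normalized value of at least 1, and 11 of these had a higher mean log2 value in p16 cells. Wnt3a (ENSMUSG00000009900, chromosome 11 of GRCm38, 59248033 to 59290752) had a normalized value of 44.0 ± 13.2 (SD, n = 4) in control cells and 99.3 ± 31.2 (SD, n = 4) in p16 cells, with a log2 fold change of 1.15 (standard error 0.24, limma adjusted p = 0.0151). Without the library labelled p16 replicate 1 its adjusted p in limma was 0.0581, the highest of 21 other settings that start at 0.000915. Wnt5a (chromosome 14, 28504750 to 28527448) rose 2.13-fold, from 45.2 ± 10.8 to 96.2 ± 38.3 (SD, n = 4 each), with a limma adjusted p of 0.0269. Wnt10a (chromosome 1, 74791516 to 74804179) rose 1.37-fold, from 422 ± 37.5 to 580 ± 81.8 (SD, n = 4 each), with a limma adjusted p of 0.0326. Wnt5a and Wnt10a lay near the threshold. Wnt5a passed in 4 and Wnt10a in 3 of the 8 fits that left out a sample. Their adjusted p in limma reached 0.0984 and 0.115, both without control replicate 1. In these smaller fits the log2 fold change stayed between 0.79 and 1.19 for Wnt5a and between 0.36 and 0.51 for Wnt10a. The direction of the change thus did not rest on any single sample. Wnt2 (chromosome 6, 17988940 to 18030585) had at most 3 reads in every control sample and was at least 2.74-fold higher in p16 cells (limma adjusted p = 0.0375, and between 0.0127 and 0.188 over 17 other settings). It was the least stable of the called ligands, since it passed in 2 of the 8 fits that left out a sample and had adjusted p in limma of up to 0.140, without the library labelled p16 replicate 1. With replicate 3 of both groups left out, none of the called ligands passed. The limma adjusted p was then 0.0548 for Wnt3a, 0.0912 for Wnt5a, 0.132 for Wnt10a and 0.188 for Wnt2.

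Among the Wnt target genes of Fig. 4e, Axin2 (chromosome 11, 108920349 to 108950783) rose 1.67-fold, from 107 ± 17.2 to 178 ± 8.93 (SD, n = 4 each), with a limma adjusted p of 0.00379. Lgr6 (chromosome 1, 134983301 to 135105276) rose 1.48-fold, from 581 ± 52.7 to 856 ± 131 (SD, n = 4 each), with a limma adjusted p of 0.0127. Both passed in all 8 fits that left out a sample, but not with replicate 3 of both groups left out, where the limma adjusted p was 0.0504 for Axin2 and 0.0778 for Lgr6. Cd44 rose 1.19-fold, from 1040 ± 59.8 to 1250 ± 146 (SD, n = 4 each), and did not pass after adjustment (limma adjusted p = 0.208). In a list of 16 feedback and target genes from general knowledge, 14 were tested, 9 were higher, and Axin2, Znrf3 and Tnfrsf19 were called higher, with 0 called lower and 1 lower at an unadjusted p under 0.05.

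Of the 10 Fzd receptor genes, 9 were tested and 8 had a lower mean log2 value in p16 cells. Fzd2 (ENSMUSG00000050288, chromosome 11, 102604396 to 102608058) fell from 363 ± 92.7 to 179 ± 20.8 (SD, n = 4 each), with a log2 fold change of -0.99 (standard error 0.16, limma adjusted p = 0.00292). Fzd7 (chromosome 1, 59482424 to 59486955) fell from 489 ± 72.7 to 284 ± 68.8 (SD, n = 4 each), with a limma adjusted p of 0.0108. Fzd5 (chromosome 1, 64730558 to 64737751) fell from 32.5 ± 6.09 to 18.4 ± 4.27 (SD, n = 4 each), with a limma adjusted p of 0.0842. Fzd1 and Fzd4, which Fig. 4e does not show, were also called lower. Fzd1 fell from 398 ± 36.7 to 281 ± 38.8 (SD, n = 4 each; limma adjusted p = 0.0236, and up to 0.0907, without the library labelled p16 replicate 1, in the 4 of 8 fits with a sample left out that did not pass), and Fzd4 was at the limit of detection in p16 cells and at least 2.65-fold lower (limma adjusted p = 0.00420). Fzd10 (chromosome 5, 128600844 to 128604093) moved the other way, from 370 ± 31.0 to 551 ± 57.4 (SD, n = 4 each), with a log2 fold change of 0.57 (limma adjusted p = 0.00516). Lists of hair-follicle genes fell in the same samples, with a median log2 fold change of -0.71 over 12 hair-follicle stem cell genes. As lists, the Wnt ligands (median 0.43, or 0.45 with genes at the limit of detection set to their bound) and the feedback and target genes (median 0.44, or 0.43 with bounds) had camera adjusted p of 0.000473 and 0.00395 (the latter 0.0644 without control replicate 3), and the Fzd receptors (median -0.50, also with bounds) had 0.000676. With fry these were 0.0578, 0.110 and 0.000421, and with an estimated correlation 0.120, 0.285 and 0.0433, so only the Fzd list passed in every case. Without the genes of Supplementary Data 1 the Wnt ligand median was 0.07 over fewer genes (camera adjusted p = 0.577). Those genes were chosen by p-value on the same samples, so a weaker result without them decides nothing. Adjusted over each list alone, 6 Wnt ligands were higher and 1 lower, 5 feedback and target genes higher and 0 lower, and 1 Fzd receptor higher and 5 lower. Supplementary Data 1 holds 5 of the tested Wnt ligands, 6 of the feedback and target genes and 4 of the Fzd receptors. Over all 14 genes of Fig. 4e, 11 passed the adjusted threshold, and every p16 sample lay on the same side of every control sample at each of the 14 (exact two-sided permutation test, p = 0.0286).

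**Figure D2:**
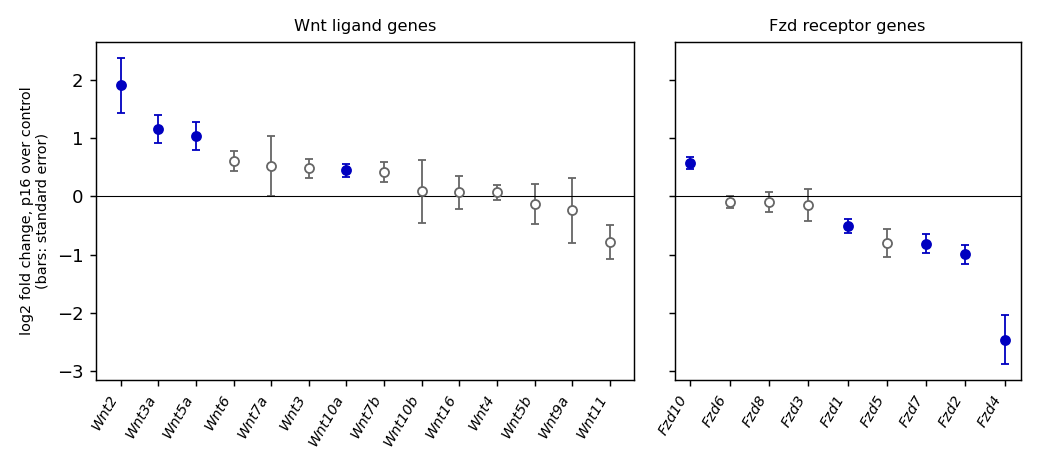
Log2 fold change of p16 over control cells (vertical axis) with its standard error for the 14 tested Wnt ligand genes and the 9 tested Fzd receptor genes (horizontal axis), from 4 samples per group. Filled points have a limma adjusted p under 0.05, and they include Wnt3a at 1.15, Fzd10 at 0.57 and Fzd2 at -0.99.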

Interestingly, we found that the levels of several genes encoding Wnt ligands, as well as known Wnt transcriptional target genes, were elevated, while Fzd receptor-encoding genes showed reduced mRNA levels (Fig. 4e). 

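The genes Tcf7, Tcf7l1 and Tcf7l2 were compared between the 4 p16 and 4 control samples. Tcf7 (ENSMUSG00000000782, chromosome 11 of GRCm38, 52252371 to 52283014) had a normalized value of 48.4 ± 14.3 (SD, n = 4) in control cells and 84.0 ± 16.4 (SD, n = 4) in p16 cells, with a log2 fold change of 0.82 (standard error 0.22). All 4 p16 values lay above the highest control value (exact two-sided permutation test, p = 0.0286), and the limma adjusted p was 0.0513, just over the threshold. Over 21 other settings with adjustment it ranged from 0.0124 to 0.226 and was under 0.05 in 11, among them edgeR's quasi-likelihood test on the recovered reads (adjusted p = 0.0396). Tcf7l1 (ENSMUSG00000055799, chromosome 6, 72626378 to 72789254) went from 114 ± 25.8 to 44.7 ± 10.8 (SD, n = 4 each), a log2 fold change of -1.34 (standard error 0.20, limma adjusted p = 0.00180). Its limma adjusted p stayed at or under 0.0110 with any of the 8 samples left out. Tcf7l2 (ENSMUSG00000024985, chromosome 19, 55741820 to 55933654) went from 235 ± 30.1 to 161 ± 18.6 (SD, n = 4 each), a log2 fold change of -0.55 (standard error 0.12, limma adjusted p = 0.0204). Its adjusted p in limma was 0.0741 without control replicate 1 and 0.0746 without the library labelled p16 replicate 1, and ran from 0.00484 to 0.0772 over 21 other settings.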

*Tcf7*, which encodes the Wnt-target-activating Tcf1 transcription factor (and a Wnt target itself)^37,38^ was upregulated; conversely, *Tcf7l1* and *Tcf7l2*, which respectively encode the Tcf3 and Tcf4 factors and are known to often act as Wnt target repressors^37,38^, were downregulated, consistent with transcriptional target activation (Fig. 4e). The proliferation-associated *Ccnd* genes (encoding Cyclin D proteins) which also respond to Wnt, were among the upregulated genes, as was often previously observed in senescent cells^39^. 

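Ccnd1 (ENSMUSG00000070348, chromosome 7 of GRCm38, 144929931 to 144939925) had a normalized value of 728 ± 126 (SD, n = 4) in control cells and 1330 ± 90.0 (SD, n = 4) in p16 cells, with a log2 fold change of 0.88 (standard error 0.11, limma adjusted p = 0.000452). Ccnd2 (ENSMUSG00000000184, chromosome 6, 127125162 to 127152193) was the more abundant gene, with 4110 ± 422 and 6420 ± 463 (SD, n = 4 each) and a log2 fold change of 0.65 (standard error 0.10, limma adjusted p = 0.00284). The limma adjusted p of both stayed under 0.05 in all 8 fits that left out a sample, at or under 0.00273 for Ccnd1 and 0.0165 for Ccnd2. Ccnd3 (ENSMUSG00000034165, chromosome 17, 47505051 to 47599691) went from 117 ± 29.0 to 158 ± 12.3 (SD, n = 4 each), a log2 fold change of 0.47 (standard error 0.17). All 4 of its p16 values lay above the controls (exact two-sided permutation test, p = 0.0286), and its limma adjusted p of 0.172 did not pass the threshold. That value stayed between 0.113 and 0.305 over 21 other settings with adjustment.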

Consistent with Wnt-pathway activation, we detected by immunohistology increased numbers of cells expressing nuclear β-catenin in the epidermis of p16-expressing mice, as well as cells expressing Tcf1, Cyclin D1 and CD44 (Fig. 4f, g).

**Fig. 4:**
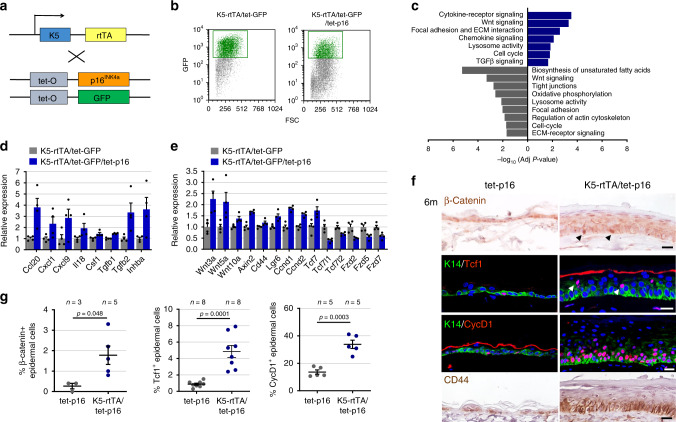
p16 expression activates Wnt-pathway-associated genes. **a** Diagram of transgenic mouse lines crossed for co-induction of GFP and p16. **b** FACS plots showing GFP levels and gates used for isolation of GFP^+^ epidermal cells from K5-rtTA/tet-GFP/tet-p16 (right) and control K5-rtTA/tet-GFP (left) mice, after 6 months of induction. Plots show the CD31^−^/CD140a^−^/CD45^−^ cell fraction only. **c** Gene sets whose expression was preferentially upregulated (blue) or downregulated (grey) in GFP^+^ cells from p16-expressing mice relative to GFP^+^ cells from control mice. Values indicate –log_10_ (adjusted *P* value) by hypergeometric test. **d** mRNA levels of genes encoding cytokines and genes associated with the TGFβ pathway upregulated in p16-expressing GFP^+^ cells, measured by mRNA-seq. Values were normalized to the mean expression levels in GFP^+^ cells from control mice, defined as 1. *P* < 0.05 for all genes, *n* = 4 samples per group, each pooled from 3 mice. **e** Relative mRNA levels of genes associated with the Wnt pathway in the same samples. *P* < 0.05 for all genes, *n* = 4 samples per group, each pooled from 3 mice. **f** Skin sections from K5-rtTA/tet-p16 and control tet-p16 mice treated with dox for 6 months stained for β-Catenin, Tcf1, Cyclin D1 or CD44. Arrowheads indicate representative positively stained cells. **g** Percentages of nuclear β-catenin^+^, Tcf1^+^, and CyclinD1^+^ IFE cells in control and p16-expressing mice after 6 months of induction, as scored visually from images. *P* values calculated by *t* test. All graphs indicate mean across mice ± S.E.M. Scale bars—20 μm.

Isolation and transcriptome analysis of the GFP^–^ cell fraction from p16-expressing mice revealed that, relative to the GFP^+^ cells from the same mice, this fraction was enriched for proliferation-associated gene sets (as expected from their hyperproliferative state), and showed reduced expression of senescence-related sets, such as oxidative stress response, protein translation, and cytoskeletal reorganization (Supplementary Fig. 6c–e). Keratinocyte differentiation genes were somewhat elevated, reflecting the presence of diverse differentiation states in the expanded epidermis (Supplementary Fig. 6f). We found that, similar to the GFP^+^ p16-expressing cells, the GFP^–^ fraction showed elevation in Wnt-associated genes relative to cells from control mice, and that the *Tcf7l1* gene was further silenced in these cells (Supplementary Fig. 6g). Together these findings indicate that p16 expression leads to activation of Wnt-pathway genes in both the p16-expressing cells and the surrounding IFE cells. The activation of the Wnt pathway by p16 appeared to occur gradually after prolonged p16 expression, as we did not observe elevation in Wnt-associated genes after 2 days or 2 weeks of p16 induction (Supplementary Fig. 6h).

### p16-induced Wnt secretion drives keratinocyte proliferation

To better dissect p16-induced Wnt activity, we overexpressed p16 in cultured primary mouse keratinocytes by lentiviral transduction. p16 overexpression led to rapid cell-cycle arrest, acquisition of a senescent morphology, and expression of senescence-associated markers, yet, interestingly, with no evidence of SA-βGal activity (Fig. 5a, b). Within 10 days of p16 expression, the levels of multiple Wnt ligands and targets were upregulated in the p16-expressing cells (Fig. 5c). ELISA measurement indicated that Wnt3a levels in conditioned medium (CM) of p16-expressing cells was elevated, reaching 3 ng/ml (Fig. 5d). Treatment of the cells with XAV-939, a Tankyrase1/2 inhibitor that causes β-catenin degradation^40^, suppressed the upregulation of Wnt target genes, including the genes encoding Cyclin D1 and D2, as well as of Wnt ligands (Fig. 5c). The activator *Tcf7* gene was upregulated in p16-expressing cells, whereas the repressors *Tcf7l1* and *Tcf7l2* were both downregulated by p16 overexpression, as was observed in the transgenic mice, and XAV-939 treatment reversed this effect (Fig. 5c). These findings indicate that p16 is sufficient to activate the Wnt pathway in keratinocytes, driving both target and ligand activation in a β-catenin-dependent manner.

**Fig. 5:**
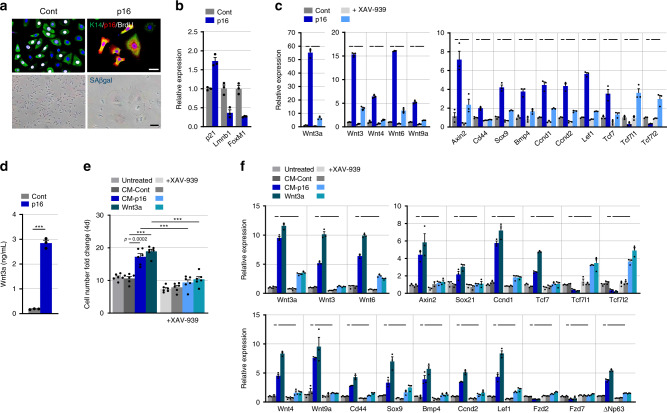
p16-overexpressing primary keratinocytes stimulate proliferation of naive cells through Wnt secretion. **a** Primary mouse keratinocytes infected with a p16-expressing or control lentivirus, co-stained for K14 (green), p16 (red) and BrdU (indicating S-phase, white), or for SA-βGal, 10 days after infection. **b** Relative mRNA levels of the indicated genes in the same keratinocytes, measured by qRT-PCR. *n* = 3 replicates. *P* < 0.05 for all genes. **c** Relative mRNA levels of the indicated Wnt-associated genes measured by qRT-PCR in control and p16-expressing keratinocytes. Values are also shown for the same cells treated with the β-catenin inhibitor XAV-939 (5 μM) for 24 h. *n* = 3 replicates. *P* < 0.05 for all comparisons indicated by lines: p16 versus control (dark blue versus dark grey, short lines), and p16 versus p16+XAV-939 (light blue versus dark blue, long lines). **d** Secreted Wnt3a protein levels in medium of control and p16-expressing cells, measured by ELISA. *n* = 3 replicates. ***P < 0.0001 **e** Fold increase over 4 days in numbers of primary keratinocytes cultured with conditioned media from p16-expressing (CM-p16) or from control (CM-Cont) keratinocytes, or with 10 ng/ml recombinant Wnt3a, in the absence or presence of XAV-939 (darker and lighter columns, respectively). *n* = 6 replicates. ***P < 0.0001. **f** Relative mRNA levels of the indicated Wnt-associated genes measured by qRT-PCR in keratinocytes treated for 24 h with conditioned media from p16-expressing or control cells, or with Wnt3a, in the presence or absence of XAV-939. *n* = 3 replicates. *P* < 0.05 for all comparisons indicated by lines: CM-p16 versus CM-Cont (dark blue versus dark grey, short lines), and CM-p16 versus CM-p16+XAV-939 (light blue versus dark blue, long lines). All graphs indicate mean across replicates ± S.E.M., *t* test. Scale bars—50 μm.

To test whether Wnt activation and secretion by p16-expressing keratinocytes can influence naive cells, we treated proliferating primary keratinocytes with conditioned media from p16-expressing or control (empty vector-expressing) keratinocytes, or, as a positive control, with recombinant Wnt3a. While control-cell CM had no effect on the numbers of treated cells, the CM of p16-expressing cells led to enhanced proliferation of the treated cells, resulting in a 1.7-fold increase in cell numbers after 4 days of treatment, similar to the effect of Wnt3a (Fig. 5e). This stimulatory effect was almost completely lost when XAV-939 was administered together with CM or Wnt3a, indicating that proliferation is β-catenin mediated (Fig. 5e). Treated cells showed upregulation of Wnt target genes and downregulation of *Tcf71,2*, as well as increased levels of genes encoding Wnt ligands (Fig. 5f), mirroring the changes observed in the p16-expressing mice. These changes were blocked by XAV-939 (Fig. 5f). Together, these findings indicate that Wnt secretion by p16-expressing cells can stimulate the proliferation of naive keratinocytes, and that Wnt signals act on both the p16-expressing cells themselves and on the non-expressing proliferating cells, activating transcriptional targets as well as Wnt ligands, in a β-catenin-dependent manner (Supplementary Fig. 7).

### The Wnt-pathway mediates p16-induced hyperplasia

We next tested whether Wnt activation contributes to the hyperplasia observed in p16-expressing mice. We activated p16 for 6 months, and then treated the mice systemically with XAV-939 for 1 week. XAV-939 treatment led to a significant reduction in epidermal proliferation rates, as well as a reduction in the expression of Wnt ligand and target genes (Fig. 6a–c). Wnt inhibition was therefore sufficient for a partial reversal of the ongoing hyperplastic effects of p16 expression.

**Fig. 6:**
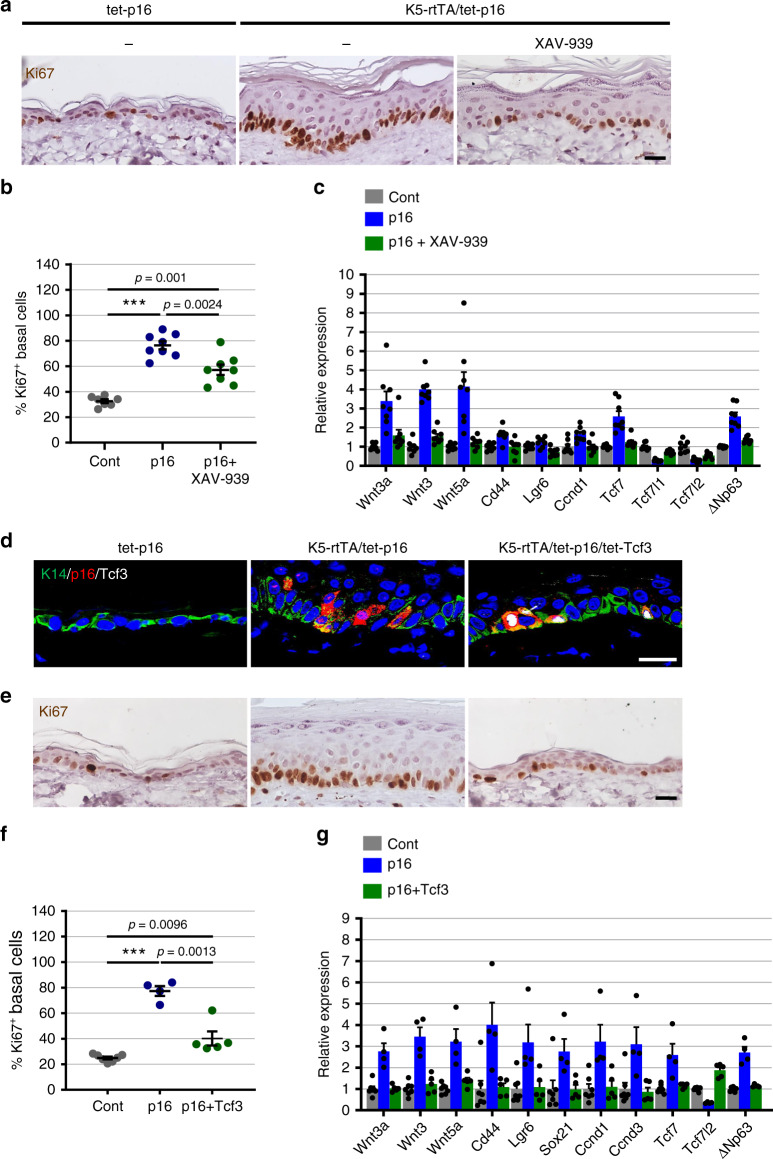
Wnt activity mediates p16-induced epidermal hyperplasia. **a** Skin sections from control tet-p16 mice (left) and K5-rtTA/tet-p16 mice treated with dox for 6 months, and subsequently treated for 1 week with XAV-939 (right) or with vehicle (middle), stained for Ki67 (brown). **b** Percentage of Ki67^+^ basal IFE cells in sections from same mice (dots). *n* = 7, 8, 8, combined from two independent experiments. **c** Relative mRNA levels of the indicated Wnt-associated genes in isolated epidermis from the same mice, measured by qRT-PCR. *n* = 8 mice per group. *P* < 0.05 for all comparisons between p16-expressing mice (blue) and XAV-939-treated mice (green). **d** Skin sections from control (tet-p16), K5-rtTA/tet-p16 and K5-rtTA/tet-p16/tet-Tcf3 mice treated with dox for 6 months, stained for p16 (red) and Tcf3 (white). **e** Skin sections from the same mice as in **d** stained for Ki67 (brown). **f** Percentage of Ki67^+^ basal IFE cells in mice expressing p16 (p16) or p16 together with Tcf3 (p16+Tcf3) for 6 months, and from controls (Cont). *n* = 7, 4, 5. **g** Relative mRNA levels of the indicated Wnt-associated genes in isolated epidermis from the same mice, measured by qRT-PCR. *n* = 7, 4, 5. Scores were done visually from images. All graphs indicate mean values across mice ± S.E.M. *P* < 0.05 for all comparisons between p16-expressing mice (blue) and mice co-expressing p16 and Tcf3 (green). ***P < 0.0001. *t* test was used for all significance tests. Scale bars—20 μm.

We next tested whether co-activation of the repressive Tcf3 (Tcf7l1) together with p16 would influence Wnt-pathway activation and hyperplasia. We crossed K5-rtTA/tet-p16 mice with mice carrying an inducible Tcf3 transgene (tet-Tcf3)^41^ to generate triple-transgenic mice. Co-activation of Tcf3 together with p16 for 6 months resulted in significantly reduced epidermal hyperplasia, as well as in reduced levels of Wnt ligand and target genes (Fig. 6d–g). Tcf3 expression thus largely blocks the pro-proliferative effects of p16. Together these results indicate that activation of the Wnt pathway upon chronic p16 expression contributes to the induction of epidermal hyperplasia.

### Senolytic elimination of p16^+^ cells suppresses hyperplasia

To study whether the continued presence of p16-expressing cells in the epidermis is required for maintenance of hyperplasia, even after prolonged stimulation, we tested whether these cells can be eliminated by senolytic treatment. The Bcl-2 protein-family inhibitor ABT-737 and its analog ABT-263 (navitoclax) inhibit Bcl-2, Bcl-xl, and Bcl-w, and were shown to have senolytic activity in various settings^16,42,43^. We previously showed that ABT-737 eliminates epidermal cells in which the p53 activator, p14^ARF^, was overexpressed^42^. However, it was unclear, in light of the partial induction of senescence by p16, whether ABT-737 would be effective in eliminating p16-expressing cells. Following six months of p16 induction, we treated mice with ABT-737 six times over nine days and then sacrificed the mice. ABT-737-treated mice showed a significant reduction in the percentage of p16^+^ cells in the IFE (an approximate 60% reduction), and a corresponding reduction in basal cell proliferation and epidermal thickness, indicating partial reversal of the hyperplasia (Fig. 7a–d). Furthermore, the expression of Wnt ligands and targets was significantly reduced in the ABT-737-treated mice (Fig. 7e). p16-expressing cells are thus sensitive to senolytic treatment, and their residence in the epidermis is necessary for the ongoing maintenance of Wnt stimulation and consequent hyperplasia.

**Fig. 7:**
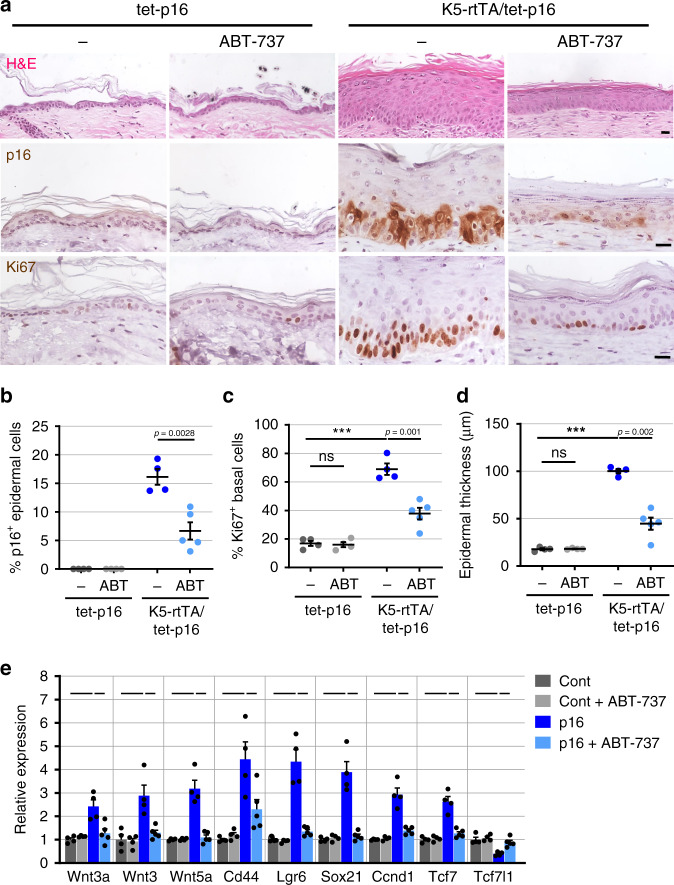
Senolytic treatment inhibits p16-induced hyperplasia and Wnt activation. **a** Skin sections from K5-rtTA/tet-p16 and control tet-p16 mice treated with dox for 6 months and subsequently treated with ABT-737 (6 injections over 9 days), stained by H&E, for p16, or for Ki67. **b** Percentage of p16^+^ IFE cells in ABT-737-treated and untreated p16-induced and control mice (dots). **c** Percentage of Ki67^+^ basal IFE cells in same mice. **d** Epidermal thickness in same mice. **e** Relative mRNA levels of the indicated Wnt-pathway-associated genes in whole skins isolated from the same mice, measured by qRT-PCR. *P* < 0.05 for all comparisons indicated by lines: p16 versus control (dark blue versus dark grey, long lines) and p16+ABT-737 versus p16 (light blue versus dark blue, short lines). *n* = 4, 4, 4, 5 in respective groups in all panels. All graphs indicate mean values across mice ± S.E.M. Scores were conducted visually from images. ***P < 0.0001, *t* test. Scale bars—20 μm.

## Discussion

The function of p16 as one of the most important tumor suppressor genes is well established, and is supported by its recurrent loss-of-function alterations in a wide variety of human malignancies and by numerous studies in which it was shown to block immortalization and tumorigenesis^4^. An important additional dimension to p16 function is its activation, often linked to cellular senescence, in a subset of cells within aging tissues. Recent studies revealed that p16-expressing cells contribute to aging processes and to associated diseases, and have highlighted the question of whether such resident cells influence the propensity of tissues to develop cancer^11,16^. Our findings reveal that the continuous expression of p16 itself in the epidermis has pro-proliferative and pro-tumorigenic effects. p16 expression, when activated after carcinogen treatment, promoted the initiation of papillomas, indicating that it generates an environment that supports the ability of cells carrying an oncogenic mutation to initiate tumors. p16 may thus function in some settings as a double-edged sword, in the short-term blocking proliferation of damaged cells, but, over time, stimulating the proliferation of neighboring cells and thereby contributing to the formation of premalignant lesions.

Our findings indicate that Wnt signaling plays a central role in mediating p16-induced hyperplasia. Wnt and β-catenin are known to regulate the acquisition of stem cell traits, particularly of bulge hair-follicle stem cells, and also to promote the proliferation of interfollicular epidermal cells and the formation of epidermal tumors^44–47^. p16 overexpression, both in vivo and in cultured primary keratinocytes, led to Wnt ligand secretion and Wnt-pathway activation, stimulating the hyperproliferation of target cells that do not express p16. Interestingly, the recipient cells not only activated Wnt transcriptional targets, but also upregulated Wnt ligand expression, thereby generating a positive feedback loop. In both the p16-expressing and the naive cells, Wnt ligand activation was β-Catenin dependent. This mode of combined autocrine and paracrine stimulation is consistent with previous dissection of Wnt activity in the IFE, in which it was shown that basal cells expressing the Wnt target Axin2 also secrete Wnt ligands, in a β-Catenin-dependent manner^44^. Wnt over-activation in the p16-expressing epidermis occurred gradually over a prolonged period. In contrast, in cultured keratinocytes, Wnt-pathway genes were activated within days of p16 overexpression. The reasons for this difference are unclear, but may be due to more stringent negative feedback loops active in the living tissue.

Wnt activation could be expected to also promote stem cell identity and function in p16-expressing skins. Recent studies have shown that senescence can promote stem cell-like traits in some settings^48–50^. However, we found that p16 expression blocked the proliferation of hair-follicle stem cells, and led to their gradual depletion from the tissue, results similar to those observed in a previous study^51^. Wound healing, a stem cell-dependent process^52^, was delayed in the p16-expressing mice, even during epidermal hyperplasia. It is therefore possible that additional actions of p16 counteract the stimulation of stem cell function by Wnt, particularly in the days immediately following p16 activation, in which the proliferation of HFSCs is arrested and Wnt levels are not yet elevated.

p16 expression induced only partial features of senescence. Numbers of SA-βGal^+^ and SenTraGor^+^ cells were elevated, but were lower than those of p16^+^ cells. We observed an increase in keratinocyte size, a hallmark of senescence, and changes in senescence-associated gene sets, such as genes involved in cytoskeletal structure and protein translation. Yet various other known markers of senescence^53^ were unchanged. Several cytokine-encoding genes were upregulated in p16-expressing cells, and while these could potentially contribute to the observed phenotypes, they did not constitute a full SASP response, which typically involves high levels of multiple cytokines. This is consistent with previous observations that p16 does not activate the SASP^20^. While several past studies have linked Wnt ligand activation to senescence, the paracrine actions of Wnt were not addressed, and in some settings Wnt activity was reported to counteract senescence^50,54–56^. Our work thus reveals a tumor-promoting contribution of p16 that does not necessitate a broad SASP but acts mainly through Wnt.

Accumulation of p16-expressing cells may preferentially occur in epidermal regions exposed to damage. p16 is known to be activated by UVR, the major cause of human skin malignancies^13,25^. UV-irradiated mouse skins show a thickening reminiscent of that induced by p16 overexpression^57^. Expanding previous observations^26–28^, we show that p16 is indeed often expressed in actinic keratosis lesions, which are among the most common human premalignant growths and are induced by UVR. Furthermore, we show that p16^+^ cells in these lesions are in close proximity to p16^–^ dividing cells, in a pattern similar to that observed in our mouse model. This pattern is consistent with paracrine interaction between these cell subsets, yet such crosstalk between them remains to be directly proven.

Mutations in p53 occur very early in skin tumorigenesis, as a direct consequence of UVR^34^. Interestingly, this may result in further enhanced compensatory p16 expression and senescence in such lesions^9,58^, possibly providing a proliferation-promoting environment. Upon progression to cuSCC p16 is often mutated^29,30^, suggesting that its counter-proliferative functions outweigh the potential benefit of its activity. Our observation that the expression of p16 restricts proliferation within growing papillomas suggests that its activity following tumor initiation blocks further growth, as is expected from its tumor-suppressive function (Supplementary Fig. 7). Interestingly, the major effect of p16 within the papillomas was restriction of proliferation and maintenance of a differentiated state, together with increased senescence. Unlike the untransformed tissue, p16-expressing papillomas did not show overall increased Wnt activation. The actions of p16 in cells that express an active oncogenic driver may thus be distinct from its effects in normal cells.

Pharmacologic elimination of senescent cells through drugs with senolytic activity has been shown in recent studies to be beneficial in a variety of preclinical disease models, and some of these drugs are currently being tested in clinical trials^16,17,59^. Our findings suggest that senolytic treatment may be beneficial for early premalignant epidermal lesions.

Altogether, we reveal in this study a novel dimension of the functions of p16 in skin tumorigenesis, suggesting a non-cell-autonomous contribution to the formation of premalignant lesions, and a potential avenue for blocking this function through senolytic treatment.

## Methods

### Mice

The following transgenic mouse lines were crossed as indicated: tet-p16 (mixed C57Bl6 and 129sv), K5-rtTA (FVB), tet-GFP (mixed C57Bl6 and 129sv) and tet-Tcf3 (FVB). For transgene induction mice received 2 mg/mL doxycycline (Bio Basic) in their drinking water starting at the age of 3 weeks, and treatment was maintained for the indicated durations. In all experiments, the experimental and control mouse groups were siblings grown and treated together. For short-term inductions (up to 2 weeks), both males and females were used; for inductions of 6 months and wound-healing assays all presented results are from male mice, whereas for papilloma formation assays only data of females is shown, due to higher average lesion formation rates. For bromodeoxyuridine (BrdU) labeling mice were injected intraperitoneally with 100 mg/Kg BrdU 2 h prior to sacrifice. For Wnt-pathway inhibition, mice that received dox for 6 months were injected intraperitoneally with 200 μg XAV-939 (Sigma-Aldrich) in 10% DMSO/90% 0.9% NaCl twice a day for seven consecutive days. ABT-737 (WuXi AppTec), was prepared at 75 mg/kg in 30% propylene glycol, 5% Tween 80, 3.3% dextrose in water pH 4–5, and mice were injected intraperitoneally 6 times over 9 days after 6 months of induction. Control mice were injected with vehicle solutions. Upon sacrifice, mice were shaved and their dorsal skins were paraffin-embedded for immunohistology or frozen in OCT solution for SA-βgal staining. Chemically-induced skin carcinogenesis was conducted as described^35^. Three-week-old K5-rtTA/tet-p16 and control tet-p16 mice were shaved, and one day later received a single topical treatment of 50 nmole DMBA (7,12-Dimethylbenz[*a*]anthracene) in 200 μl acetone. After one week dox was added to the drinking water and the mice began twice-weekly topical treatments with 4 μg TPA (12-O-tetradecanoyl phorbol-13-acetate) in 200 μl acetone. Mice were examined for 23 additional weeks for papilloma detection and measurement and were sacrificed 10 days after the last TPA treatment. Papilloma numbers were scored weekly, with diameters measured by caliper. Only papillomas with ≥1 mm diameter were scored. Individual whole papillomas were excised and processed for RNA extraction and profiling, or paraffin embedded. For wound-healing assays dorsal skins were shaved and treated with depilating cream two days prior to wound formation; mice were anesthetized, their back skin was sterilized with povidone-iodine solution, and 1 cm^2^ full-thickness excision wounds were introduced to the upper paravertebral area using sterile scissors. Wounds were measured daily with a caliper. Animals were housed in specific pathogen-free conditions, at 20–24 °C, 30–70% humidity and a 12:12 h light-dark cycle. The Hebrew University is an AAALAC International accredited institute. All experiments were conducted with approval from the Hebrew University Animal Care and Use Committee.

### Cultured keratinocytes

Epidermal keratinocytes were isolated following published procedures^60^. Dorsal skin was removed from newborn mice, and was incubated with dispase (Sigma-Aldrich) followed by isolation of the epidermis and treatment with trypsin (Biological Industries). Keratinocytes were plated on fibroblast feeder cells for four passages and then plated in regular tissue culture dishes. Passage 16 cells were infected with a lentivirus expressing human p16 (pLV-hCDKN2a-GFP-Puro, Vector Builder) or a control empty lentiviral vector, and selected with puromycin (2 μg/mL). 10 days after infection cells were fixed and stained as indicated, or lysed for RNA extraction. Conditioned medium (CM) was collected from cells after 3 days of culture and filtered through a 0.45 μm filter. Wnt3a levels in CM were measured using Wnt3a ELISA kit (R&D Systems, DY1324B-05). Naive keratinocytes were treated with CM in a 1:1 ratio with fresh media, or with 10 ng/ml recombinant Wnt3a (R&D Systems). RNA was collected from treated cells one day after treatment. For proliferation measurements, 10^4^ naive keratinocytes were plated in 24-well plates, treated with CM from p16-expressing or control cells, or with Wnt3a (6 replicates for each), and cell numbers were scored after 4 days. XAV-939 (Sigma-Aldrich, 5 μM) was added where indicated and control samples were treated with DMSO vehicle.

### Human actinic keratosis samples

A total of 72 human actinic keratosis lesions, surgically resected, were collected in three medical centers: 19 patient samples were obtained from the laboratory of Histology-Embryology, Athens Medical School under approval of the Bio-Ethics Committee of Athens Medical School, in accordance with the Declaration of Helsinki and local laws and regulations, following written consent from patients; 42 lesion samples from 35 patients were obtained from the University of Arizona, USA, approved by the University of Arizona Institutional Review Board protocol, with patient informed consent; 11 patient samples were obtained from the Hadassah-Hebrew University Medical Center, Jerusalem, Israel under approval of the Hadassah Medical Center Helsinki Committee for usage of fully anonymized archival specimens, and approved waiver of patient consent. All slides underwent pathologist review to verify lesion type. Patients were aged 38 to 92, with equal representation of males and females. All available patient samples were included in the analysis, with no selection.

### Immunohistology and immunocytology

Immunohistologic stains were performed on 5 μm paraffin sections of collected mouse back skins, individual papillomas, or human AKs, according to standard protocols, using Peroxidase Substrate Kit (Vector) or fluorescently-labeled secondary antibodies (Jackson). The following primary antibodies were used: human p16^INK4a^ (Abcam, ab108349), human p16^INK4a^ (BD Pharmingen, 551153), p-Rb (Santa Cruz, sc-16669-R), Ki67 (Abcam, ab16667), BrdU (Bio-Rad, MCA2060), Mcm7 (Santa Cruz, sc-9966), E-Cadherin (BD Pharmingen, 610182), K14 (Progen, GP-CK14), K10 (Santa Cruz, sc-23877), K5 (Progen, GP-CK5), Rb (Santa Cruz, sc-102), CyclinD1 (Abcam, ab16663), β-catenin (BD Pharmingen, 610153), Tcf1 (Invitrogen, MA5-14965), Tcf3 (Santa Cruz, sc-8635), CD44 (eBioscience, 14-0441-82), Vimentin (Cell Signaling, 5741), CD3 (Bio-Rad, MCA1477), and F4/80 (Bio-Rad, MCA497). Masson’s Trichrome stain was conducted using staining kit (Sigma-Aldrich, HT15) according to manufacturer instructions. SenTraGor stain was conducted as described^32^. For SA-βGal stains, 12 μm frozen sections of OCT-embedded mouse skins, or cultured keratinocytes, were fixed in 0.5% glutaraldehyde for 15 min and stained using standard procedures^33^. For co-stains of cultured keratinocytes for BrdU, p16, and K14, cells were treated for 2 h with 10 μg/mL BrdU and then fixed with cold ethanol, treated with 1 M HCl followed by 0.1 M sodium tetraborate (Na_2_B_4_O_7_) for neutralization, and then stained, as indicated, using PBS + 10% fetal calf serum (FCS) for antibody suspensions. Brightfield images were collected using an Olympus CX41 and DS-Fi1 camera and processed using NIS-Elements software (Nikon). Fluorescent images were collected using an Olympus FV1000 confocal microscope and processed with the FV10-ASW software. All mouse skin images shown are of back skin. Percentages of SA-βGal^+^, SenTraGor^+^, p16^+^, Ki67^+^, Mcm7^+^, BrdU^+^, CycD1^+^, nuclear β-Catenin^+^, Tcf1^+^ and epidermal CD3^+^ cells, out of total IFE or basal IFE cells as indicated, were visually scored from 5 or more microscopic field images per mouse, and 2 or more fields from human AK lesions, with 100–1000 total cells scored per sample. Absolute numbers per microscopic fields of hair follicles, IFE cells, dermal CD3^+^ and dermal F4/80^+^ cells were scored from 8 or more fields per mouse (10× magnification for HFs, 40× for others). Percentage of Ki67^+^ area in papillomas out of epithelial cell area was measured using NIS-elements software (Nikon). Epidermal thickness was measured by NIS elements on 36 or more measurements per mouse. Keratinocyte area calculation was performed on skin sections co-stained for E-Cadherin and p16 by measuring cell circumference using NIS-Elements, with 60 cells or more measured per mouse.

### FACS analysis

Adult epidermal cells were isolated following published procedures^61^. Mouse back skins were shaved and excised, and adipose and muscle tissues were removed. The skin was then incubated with 0.25% trypsin solution overnight at 4 °C, and the epidermis was scraped off, minced and suspended in a trypsin/PBS with 0.5% BSA solution, followed by filtration through a 70 μm cell strainer. Antibody stains were performed using standard procedures. For hair-follicle stem cell analysis live cells were stained for Sca-1, CD34, and CD49f, with three mice pooled in each group. Isolation of GFP^+^ keratinocytes for mRNA-seq profiling was conducted as described above, and live cells were stained for CD140a, CD45 and CD31 to gate out fibroblasts, immune and endothelial cells, respectively. For scoring of K10^+^ epidermal cell percentage, adult epidermal cells were isolated from ear skin samples to obtain improved dissociation. Ear epidermal layers were obtained by digestion with 2 mg/mL Dispase II (Roche Diagnostics) in PBS solution for 40 min at 37 °C, and treated with 2 mg/mL collagenase type II (Worthington Biochemicals) and 1 mg/mL DNase I (Roche) in PBS with 2% fetal calf serum for 25 min at 37 °C. Samples were then incubated with 0.5 M EDTA for 10 min and filtered through a 70 μm strainer. Cells were treated with fixation and permeabilization solution (BD Pharmingen) for 15 min and stained for K10 and secondary fluorescent-conjugated antibody. Samples were sorted on a FACS Aria III system using FACSDiva software (BD Biosciences), or were analyzed on a MACSQuant Analyzer (Miltenyi Biotec). Post-acquisition analysis was conducted with FCS Express (De Novo Software). Antibodies used: CD34 (BD Bioscience, 562608), Sca-1 (Biolegend, 108113), CD49f (eBioscience, 17-0495-80), K10 (Santa Cruz, sc-23877), CD45 (eBioscience, 25-0451-82), CD140a (eBioscience, 17-1401-81), and CD31 (eBioscience, 17-0311-80).

### RNA extraction, qRT-PCR, and expression profiling

Total RNA from whole skin samples and whole papillomas was extracted using the Tissue RNA purification kit (Norgen Biotek). RNA from isolated epidermis was extracted following epidermal separation using the RNeasy Minikit (Qiagen). RNA extraction from FACS-sorted cells was done using the Single Cell RNA Purification Kit (Norgen Biotek). RNA was extracted from primary keratinocytes using Direct-zol kit (Zymo Research, #R2051). cDNA was prepared using iScript cDNA synthesis kit (Bio-Rad), and qRT-PCR was conducted using iTaq Universal SYBR Green Supermix (Bio-Rad) in triplicates, with expression values normalized to *Hprt* and *Ppia* expression levels for mouse and primary keratinocyte samples, respectively. Primer lists are provided in Supplementary Table 1. All RT-PCR graphs conducted on mouse samples indicate values across individual mice. We conducted two mRNA-seq profilings of isolated keratinocytes. In the first, we analyzed 80,000 GFP^+^ keratinocytes from K5-rtTA/tet-p16/tet-GFP and control K5-rtTA/tet-GFP mice, after exclusion of CD45^+^, CD31^+^ and CD140a^+^ cells. Cells were pooled from three mice in each replicate, with four replicates used for each group, obtained in three independent experiments. In the second experiment, we similarly isolated 80,000 GFP^+^ cells from the same mouse groups (after CD45^+^, CD31^+^ and CD140a^+^ exclusion), as well as 20,000 GFP^−^ cells from K5-rtTA/tet-p16/tet-GFP mice, pooling 3 mice per each sample. *n* = 4, 4, 5 for these groups, respectively. mRNA-Seq transcriptional profiling was conducted using an adapted CEL-Seq2 protocol^62^: 3′ cDNA was synthesized and barcoded, followed by RNA synthesis, amplification by in vitro transcription, and library generation for paired-end sequencing. Reads were demultiplexed, quality filtered, and trimmed for adapters and poly-A tail using Cutadapt and aligned with the mouse genome (GRCm38) using Tophat2. Differentially expressed genes were determined by DESeq2, using a *P* < 0.05 cutoff. Quality control and principal component analyses were conducted using R: packages ‘RColorBrewer_1.1-2’, ‘pheatmap_1.0.10’, ‘ggplot2_3.1.0’ and ggrepel_0.8.0. Enrichment of gene sets was determined using the hypergeometric test through Metascape^63^, with adjusted *P* values calculated using the Benjamini-Hochberg procedure. Profiling of papillomas was done with the same method, using RNA from whole isolated lesions, 4 control and 3 p16-expressing. Analysis of gene sets in these comparisons was done for up- or downregulated genes with Log_2_fold change > 0.6 at *P* < 0.05. We excluded in this analysis genes not expressed in keratinocytes, based on our profiling of FACS-sorted populations, to reduce biases introduced by differential inclusion of non-epithelial cell types within the lesions. Gene sets representing epidermal keratinocyte differentiation states were compiled from Joost et al.^64^.

### Statistical analysis

Two-tailed unpaired Student’s *t* test was used to derive *P* values in all comparisons stating usage of *t* test. Other methods were used as indicated.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

The mRNA-seq expression profiles were deposited in GEO database, under accession number GSE146979 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi]. All the other data supporting the findings of this study are available within the article and its supplementary information files and from the corresponding author upon reasonable request. A reporting summary for this article is available as a Supplementary Information file.

# Supplementary material for: Chronic expression of p16INK4a in the epidermis induces Wnt-mediated hyperplasia and promotes tumor initiation
**Source:** Nat Commun. 2020 Jun 1;11:2711. doi: 10.1038/s41467-020-16475-3
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**File Name: Supplementary Data 1**

**Description: Up- and down-regulated genes in p16-expressing cells.** Genes up- and downregulated in GFP+ cells isolated from p16-expressing or from control mice after 6 months of induction. Genes were identified using DESeq2 as described in Methods section.

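Supplementary Data 1 lists Entrez identifiers and symbols of 624 upregulated and 750 downregulated genes, without values. Each of them was found in the authors' deposited table, and each has an unadjusted p-value under 0.05 in the listed direction in the authors' deposited table, with the largest at 0.0500. In the authors' deposited table 128 of the 624 and 194 of the 750 also have an adjusted p-value under 0.05, which is 20.5% and 25.9%. With an unadjusted p-value under 0.05 and not on the list are 24 higher and 106 lower entries of the authors' deposited table. Apart from the GFP transgene, these have mean normalized values of at most 9.89. In the limma comparison of log2 values, all 624 and all 750 genes were tested and moved in the listed direction, which is a description and no independent test, since the list comes from the same samples. Of the 624, 158 were called higher and 603 had an unadjusted p under 0.05 in limma, and of the 750, 286 were called lower and 719 had an unadjusted p under 0.05. The limma comparison called 49 genes that are not on the list, 1 higher and 48 lower. Of these, 33 have a p-value under 0.05 in the authors' deposited table, 7 have a larger one and 9 have none. For Wnt3a the list gives the identifier 12445, which the deposited values carry for Ccnd3, where their own identifier for Wnt3a is 22416.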

How the deposited data were processed for this re-analysis (not part of the article)

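Expression was measured by mRNA-seq in GFP+ keratinocytes sorted from mice treated with doxycycline for 6 months, in 4 samples from K5-rtTA/tet-p16/tet-GFP mice and 4 from K5-rtTA/tet-GFP control mice, each pooled from 3 mice. The labels list 13 further samples of a second profiling (4 control, 4 p16 GFP+ and 5 GFP-), which were not analysed here. The papilloma profiles were not analysed here either. Samples were grouped by their labels and the paper.

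The authors prepared 3′ libraries with an adapted CEL-Seq2 protocol, trimmed the reads with Cutadapt, aligned them to GRCm38 with Tophat2 and tested genes with DESeq2. The deposited signal values are read counts per gene divided by a size factor for each sample and rounded to 1 decimal. The authors also deposited a mean signal for each group, a test score (the Wald statistic, with a sign opposite to that of the change in p16 cells), and a p-value and adjusted p-value for each gene. Nothing in the paper's text names the counting tool, the annotation version or the use of molecular identifiers. Whether duplicate reads were collapsed is therefore unknown, and reads of near-identical genes, such as those of the Lce family, could have been split between them.

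The low values of each sample are whole multiples of what 1 read is worth, which was between 0.74183 and 1.5278 across samples. Dividing by it gave whole reads for 100% of the values. Total reads on genes ranged from 1760953 to 3414362 in control samples (median 2567719) and from 2884544 to 3202975 in p16 samples (median 3159755.5). The 10 genes with the most reads took between 3.34% and 5.01% of a sample's reads. Of the 22050 entries, 6658 were at 0 in every sample. No library pair of a group differed by as little as sampling noise. A count of 3 reads or fewer in every sample of a group was taken as the limit of detection, folds against such a group are given as lower bounds, and the limit covers counting error only.

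The design written before the data were examined assumed raw counts, for which it named edgeR's quasi-likelihood test with TMM normalization. It named limma as the test for normalized values, so limma was used. The gene lists were tested on log2(normalized value + 1) in place of log2 scaled counts for the same reason. Groups were compared with limma 3.58.1 (eBayes with trend) in R 4.3.3 on log2(normalized value + 1), for the 12782 genes with a mean value of at least 1, without a term for the replicate number, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called when its adjusted p was under 0.05. For single genes an exact two-sided permutation test of the normalized values was added, whose smallest p with 4 samples against 4 is 0.0286. Gene lists were tested with camera (correlation preset to 0.01, adjusted over 25 lists), and with fry and an estimated correlation as alternatives. Lists were fixed before the data were examined and after the paper and Supplementary Data 1 had been read, so those that share genes with Supplementary Data 1 are not independent of it. They are Wnt ligands, Fzd receptors, Wnt feedback and target genes, the genes of Fig. 4d and Fig. 4e, Ccnd genes, secreted factors of senescence, S phase and mitosis, actin cytoskeleton, sterol and fatty acid synthesis, oxidative phosphorylation, proteasome, ribosomal proteins, the Lce family, basal and differentiated interfollicular keratinocytes, hair-follicle stem cells and outer layers, sebaceous gland, melanocytes, fibroblasts, T cells, Langerhans and myeloid cells, and endothelial cells. Coordinates are those of GENCODE M21 on GRCm38.

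The genes named in the text were set by rule: all genes of Fig. 4d and Fig. 4e, Ccnd3, Cdkn2a and the transgenes, every called Wnt or Fzd gene, and the 5 called genes with the largest log2 fold change in each direction whose values do not overlap between the groups. Some genes that meet this rule are not reported here. Members of the gene lists and the genes set beside the authors' statistic were named after their values were seen.

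On simulated counts for the real genes with 200 genes changed by known folds, the reads were recovered for 100% of the values. The limma comparison, which tested 12790 simulated genes, called 78.0% of the changed genes, and 4.90% of its calls were unchanged genes. The edgeR test of 10684 genes called 83.0% and the DESeq2 test of 14969 genes called 81.0%. The simulation gave every gene the same dispersion and had no batch and no correlation between genes. No low gene was among the changed ones, and their folds were larger than many of those named in the text. These shares therefore do not carry over to low genes or to small changes in the real data. Alternatives set before the data were examined were a pseudocount of 0.1, no filter on low values, a replicate block, each sample left out in turn, replicate 3 of both groups left out, and count tests on the recovered reads with edgeR 4.0.16 (upper quartile and total count scaling, other filters, unadjusted p) and DESeq2 1.42.0. Added after the data were seen were the adjusted p of edgeR with TMM normalization on the recovered reads and unadjusted limma p-values. So were total count scaling in limma and thinning of all libraries to 1760953 reads. Removal of the trend with the GC content of the last 500 bases of the transcripts was added too. A GC value was available for 99.9% of the tested genes. Planned comparisons of the second profiling were not run.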

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

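The limma fits with all samples or with a sample left out, and the camera test of the fibroblast list, were set before the data were examined. The other tests of the transgene, Lce and Dcn results in this part were chosen after the results were seen.

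The human CDKN2A transgene, whose reads the paper does not report, had a mean normalized value of 8.78 in the p16 libraries and 3 reads or fewer in every control library. The library labelled p16 replicate 1 had 2 reads of it against 13, 18 and 9 in p16 replicates 2 to 4. Low depth is argued against, since its 3150237 reads lie among the 2884544 to 3202975 of the other p16 libraries. A mislabelled or uninduced sample is argued against by the other genes. Over the 261 genes called without this library, it was nearer to the other p16 libraries than to the controls at 92.0%, against 69.9% to 89.0% for p16 replicates 2 to 4 and 6.46% to 22.2% for the control libraries, each at the genes called without it. What stays open and untested is a lower transgene level in the pooled mice of this sample at 6 months, or cells that kept their GFP signal longer than p16 transcripts. With all samples the transgene's fitted log2 fold change was 1.73 and did not pass the threshold (limma adjusted p = 0.0952). Without this library it rose to 2.27 (limma adjusted p = 0.0169, and up to 0.276 over 17 other settings). With every control at the limit of detection, neither value is a measured fold.

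The Lce family of late cornified envelope genes is not discussed in the paper's text, although Supplementary Data 1 holds 8 of its members. All 15 tested members were higher in p16 cells, with a median log2 fold change of 1.45, and Lce1a1, Lce1b, Lce1c and Lce1m were called. With the 9 members at the limit of detection set to their bound, the median was 0.79. Summed over the family, the normalized value was 19.4 ± 9.65 (SD, n = 4) in control and 101 ± 56.2 (SD, n = 4) in p16 libraries (exact two-sided permutation test, p = 0.0286), with 32.8 in the library labelled p16 replicate 1 close to the highest control at 30.8. Reads split between near-identical members cannot account for the sum, which rose by a log2 of 2.38. After thinning to equal depth the median was 1.51, which argues against a difference in depth. The median over the family was as far from 0 in 4 of the 35 splits of the 8 libraries, so the family median does not stand out from regroupings of the samples. A higher share of differentiated keratinocytes cannot be told apart from regulation, because the 20 differentiation genes went both ways around a median of 0.04: Krt2, Lor and Tgm3 were called higher, and Ivl, Klk7 and Sbsn lower. Of the 20, Supplementary Data 1 holds 5 as higher and 4 as lower.

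Dcn, which Supplementary Data 1 lists but the paper does not discuss, had a mean normalized value of 104 in p16 libraries against 5.85 in controls. It is a dermal fibroblast gene, so a candidate explanation is fibroblasts among the sorted cells. The levels of their fibrillar collagens argue against it as the main source of the Dcn reads, since Col1a1, Col1a2 and Col3a1 together had 8.95 ± 3.55 (SD, n = 4) in p16 and 14.0 ± 6.16 (SD, n = 4) in control libraries (exact two-sided permutation test, p = 0.314), far below Dcn. The 3 genes did not move together. Col1a2 fell from 10.4 to 2.68. Col1a1 rose from 1.78, at the limit of detection, to 5.68 (exact two-sided permutation test, p = 0.114, and limma adjusted p = 0.285). Col3a1 had 3 reads or fewer in every sample of both groups, so no change in it can be measured. Col1a1 was highest, at 11.5, in p16 replicate 3, where Dcn was also highest, at 203, so a small number of fibroblasts is not excluded. Within the list of 14 tested fibroblast genes, Dcn and Sparc were called higher and Col6a2 and Fbln1 lower, with a median of 0.45 (0.40 with genes at the limit of detection set to their bound; camera adjusted p = 0.362). Several of these genes, such as Sparc at 631 and Thy1 at 706 in control cells, were also abundant in the sorted keratinocytes. Regulation within the sorted cells stays open and was not tested.

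In 5 of 80 groups of 4 samples, for the named genes, a single sample lay far from the other 3, where about 4 are expected by chance. Among them, Csf1 was 79.8 in p16 replicate 3 and 59.2 to 60.9 in the others (gap over range 0.917). Wnt10a was 701.3 in p16 replicate 4 and 525.5 to 553.3 in the others (0.842). Adcy1 was 3.9 in p16 replicate 2 against 0.8 to 0.9 (0.968), and Acoxl was 7.8 in the same sample against 1.6 to 1.8 (0.968). The number is close to what chance gives, and no biological explanation was tested.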

How the results depend on the processing

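The direction of every Fig. 4d and Fig. 4e gene was the same in all alternatives that gave a value. The counts of called genes moved more. Across the 8 fits that each left out a sample, the upregulated genes ranged from 69 to 196 and the downregulated genes from 177 to 343, against 159 and 334. The lowest upregulated count came without the library labelled p16 replicate 1 and the lowest downregulated count without control replicate 1. The genes shared with Supplementary Data 1 ranged from 229 to 483 against 444, the called genes of Fig. 4d and Fig. 4e from 10 to 17 against 14, the called genes of the secretory list from 3 (without p16 replicate 3) to 8 (without p16 replicate 4) against 5, and the lists past the threshold in camera from 17 to 18 against 18. With replicate 3 of both groups left out, which leaves 3 samples against 3, there were 66 upregulated and 157 downregulated genes, 197 shared with Supplementary Data 1, 5 of the Fig. 4d and Fig. 4e genes and 2 of the secretory list.

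Without adjustment for multiple testing the counts were 703 and 956 in DESeq2, 772 and 949 in edgeR, and 897 and 1141 in limma (the last added after the data were seen). They then shared 1264, 1238 and 1322 genes with Supplementary Data 1 and called 18, 15 and 19 genes of the secretory list. All 22 genes of Fig. 4d and Fig. 4e had an unadjusted p under 0.05 in limma. With adjustment, DESeq2 on the recovered reads called 190 and 356 genes and included 153 of the 159 and 315 of the 334. EdgeR with its TMM normalization called 148 and 289 of 10700 genes and included 137 and 273 of them. The design named this test for raw counts, and its adjusted p on the recovered reads was added after the data were seen. Scaling by total count in edgeR gave 189 upregulated and 252 downregulated genes, so 42.9% of calls were upregulated against 33.9% in edgeR with TMM. In limma the share was 40.5% with total count scaling, added after the data were seen, against 32.3%. With at least 10 reads in every sample, which leaves 9525 genes and removes genes that fell to few reads, edgeR called 195 downregulated genes and 2 of the secretory list. With at least 1 read in any sample edgeR called 8 of that list. In limma with the GC trend removed, also added after the data were seen, 8 of the list were called. The cause was not tested.

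Whether samples with the same replicate number belong together is not settled. The paper gives 3 independent experiments for the 4 replicates without naming which samples shared one. The correlation of same-numbered deviations from the group means was 0.12, 0.05, 0.06 and 0.22 for replicates 1 to 4 over 9404 genes, where samples with different numbers had -0.18 to 0.15. On the second principal component (16.5% of the variance), control and p16 samples lay at 9.1 and 9.5 for replicate 1, 20.4 and 14.0 for replicate 2, -3.1 and 15.3 for replicate 3 and -33.8 and -31.4 for replicate 4. Replicate 4 of both groups thus deviated together, replicate 1 less clearly, and replicates 2 and 3 weakly if at all. The paper states that experimental and control mice were siblings kept and treated together. That speaks for shared experiments but ties no replicate number to one. With a replicate block, 216 genes were upregulated and 392 downregulated, 9 genes of the secretory list were called, and Tcf7 (limma adjusted p = 0.0328) and the CDKN2A transgene (0.0424) passed the threshold. The lists past the threshold in camera fell from 18 to 6 with a correlation estimated from the data, and with fry they were 14. With the genes of Supplementary Data 1 left out, 4 passed (Fzd receptors, S phase and mitosis, Lce and sebaceous gland). This setting also leaves fewer genes in each list, and it removes genes because they changed in these samples. The Fig. 4d, Fig. 4e, Ccnd and hair-follicle stem cell lists had no value under it, so 18 and 4 cannot be compared directly.

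With the genes of Supplementary Data 1 left out, the median of the Wnt feedback and target genes changed sign, to -0.17. That setting removes genes because they changed in these samples, so this change of sign decides nothing. The secretory list, whose median is 0.06, went to -0.10 and -0.06 without control replicate 2 and p16 replicate 3, to -0.02 with replicate 3 of both groups left out, to -0.03 after thinning and to -0.07 without genes of Supplementary Data 1. The ribosomal protein list went to -0.03 without control replicate 3, without p16 replicate 4 and without replicate 3 of both groups. The differentiation list went to -0.10 and -0.02 without control replicate 4 and p16 replicate 4 (at most 0.14, without the library labelled p16 replicate 1), and to -0.02 without genes of Supplementary Data 1. The T-cell list went to 0.10 with a pseudocount of 0.1 and to 0.00, 0.06 and 0.12 without control replicate 1, control replicate 4 and p16 replicate 3 (at least -0.44, without control replicate 3), and the Langerhans and myeloid list to -0.14 after thinning. Mouse Cdkn2a, with few reads, went from 0.26 to -0.17 with a pseudocount of 0.1 and to -0.09, -0.15 and -0.20 without control replicate 2, the library labelled p16 replicate 1 and p16 replicate 2 (at most 0.70, without p16 replicate 3 or 4). None of these was past the threshold under the settings that changed its sign, and the cause was not tested. Of the other values for named genes under an alternative, 52 were weaker and 44 stronger, and 809 kept their direction and side of the threshold. For the lists these numbers were 35, 5 and 387.

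The limit of detection restricts what low genes can show. In normalized values it is highest in the control libraries with 1760953 and 2068248 reads. Wnt2 and the CDKN2A transgene had 3 reads or fewer in every control sample, and Fzd4 in every p16 sample, so their folds are bounds.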

Differences from the paper's values

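The paper reports 624 upregulated genes, and 159 were called here with an adjusted p under 0.05 in limma. The paper reports 750 downregulated genes, and 334 were called here. Among the alternatives set before the data were examined, unadjusted p under 0.05 brought the counts within 1.5 times the paper's: 703 upregulated and 956 downregulated genes with DESeq2, and 772 and 949 with edgeR, both on the recovered reads. The paper's methods name DESeq2 with a P cutoff and do not say whether P was adjusted. In the authors' deposited table every listed gene has an unadjusted p-value under 0.05. Only 128 of the 624 and 194 of the 750 also have an adjusted p-value under 0.05. The list thus follows an unadjusted cutoff, and the 159 and 334 come from a stricter threshold. None of the other alternatives set before the data were examined closed the gap, with DESeq2's adjusted p at 190 and 356. Unadjusted limma p-values, chosen after seeing the values, gave 897 and 1141, of which the first is within 1.5 times the paper's count and the second is not.

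The bar heights of Fig. 4d and Fig. 4e, read by eye, did not differ from the ratios of group means computed here for any of the 22 genes (for example about 3.8 in Fig. 4d for Ccl20, and 3.82 here). The paper presents Cxcl1, Cxcl9, Il18, Csf1 and Inhba as upregulated, and none passed the adjusted threshold here. The limma adjusted p was 0.265 for Cxcl1, 0.207 for Il18, 0.108 for Csf1 and 0.0941 for Inhba, and Cxcl9 had an unadjusted p of 0.0203. The same holds for Cd44 (0.208) and Tcf7 (0.0513), for Fzd5 as downregulated (0.0842), and for Ccnd3 among the Ccnd genes (0.172). Each of these genes moved in the paper's direction. All of them had an unadjusted p under 0.05 in limma, which was added after seeing the data. Unadjusted p-values set before the data were examined called Cxcl9, Il18, Csf1, Cd44, Fzd5 and Ccnd3 with both DESeq2 and edgeR, and Inhba with DESeq2. Tcf7 was called with DESeq2 and edgeR on the recovered reads, with and without adjustment, with the replicate block, with total count scaling, with the GC trend removed, and without control replicate 4 or p16 replicate 4. Cxcl9 and Inhba were called without p16 replicate 4. Inhba was also called by edgeR over genes with at least 1 read in any sample and with the GC trend removed. The paper states that genes encoding Fzd receptors had reduced levels, and Fzd10 was higher in p16 cells (log2 fold change 0.57, limma adjusted p = 0.00516).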

Other observations

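The gene lists and their tests with camera, with fry and with an estimated correlation were set before the data were examined. So were the list tests without genes of Supplementary Data 1 and the limma fits with all samples or with samples left out. The count of splits for the number of called genes was also set before. The remaining tests in this part were chosen after the results were seen.

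The difference between p16 and control cells is larger than other groupings of the samples give. Of the 35 splits of the 8 libraries into 4 and 4, 1 gave as many called genes as the real split with 493, which is the real split itself, and each of the others gave at most 1.

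Genes of the hair follicle, the sebaceous gland and pigment cells fell together in p16 cells. All 45 tested genes of 4 marker lists were lower: 12 hair-follicle stem cell genes (median log2 fold change -0.71, 9 called, among them Cd34, Lhx2, Tbx1 and Id2), 9 genes of outer follicle layers (median -0.75, 4 called), 14 sebaceous gland genes (median -2.30, or -2.31 with genes at the limit of detection set to their bound, 12 called) and 10 melanocyte genes (median -1.78, 4 called). Adjusted over each list alone, 11, 5, 14 and 8 were called lower. Supplementary Data 1 holds 10, 5, 11 and 7 of these genes as downregulated, and the sorted control cells expressed most of them, for example Krt15 at 10600, Krt17 at 7070, Scd1 at 768 and Dct at 145. Camera gave adjusted p of 1.53e-17, 5.35e-07, 6.30e-26 and 6.99e-08, and fry 0.000205, 0.0134, 0.000462 and 0.0296. With an estimated correlation the stem cell and sebaceous lists passed (0.00777 and 0.0205) and the other 2 did not (0.0511 and 0.116). Thinning to equal depth and removing the GC trend left all 4 lists past the threshold, with medians no closer to 0 than -0.67 and -0.63, which argues against either as the whole cause. Of the 35 splits, 1 gave a sebaceous median as far from 0 and 1 a melanocyte median as far from 0, in each case the real split, while 2 did so for the stem cell list, so for that list's median a grouping of the samples by chance is not excluded. A candidate explanation is a lower share of follicle, gland and pigment cells among the sorted cells of p16 mice. For the follicle, the paper's own counts go with this explanation. After prolonged p16 expression it reports fewer hair follicles and strongly reduced numbers of hair-follicle stem cells. Those counts were not of the sorted GFP+ cells, and the paper's text gives none for gland or pigment cells. How much of the fall a lower share explains cannot be told apart from lower expression within the same cells. The fall of 45 of 45 genes is the pattern itself, and no cells were counted here. In the same samples 7 of 11 basal interfollicular genes were higher (median 0.12, camera adjusted p = 0.0257, or 0.172 without control replicate 1 and 0.0516 without p16 replicate 4). That list did not pass with fry (0.128) or with an estimated correlation (0.285). Without genes of Supplementary Data 1 it was at 0.226, but that setting removes genes chosen for their change.

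The paper reports a loss of hair-follicle stem cells. Whether the Fzd receptors fell because follicle cells were fewer still cannot be told apart from regulation. The log2 fold change of Tcf7l1, -1.34, lay inside that of the hair-follicle stem cell genes, but these run from -3.74 to -0.21, a range too wide to decide. Of the 35 splits, 1 gave a Fzd median as far from 0 and 1 a Wnt ligand median as far from 0, the real split in both cases. For the Wnt feedback and target genes the real split gave a median 0.437 from 0, and other splits gave up to 0.782. The median of that list thus does not stand out from regroupings of the samples. For the Wnt ligands, a higher share of interfollicular basal cells cannot be told apart from regulation. The basal list had a median of 0.12 over genes that went both ways, from -0.33 to 0.62, and holds genes such as Krt5, at 13100 in control cells, whose level would hide a small change in share.

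The S phase and mitosis genes of sorted p16 cells were lower as a list (median log2 fold change -0.32). The paper describes increased proliferation in the epidermis as a whole, but mainly in cells without p16. By Mcm7 staining, it reports a far smaller proliferating share among p16+ than p16- cells, close to that of control mice. It also reports GFP- cells as enriched for proliferation gene sets relative to GFP+ cells. The lower list in GFP+ cells therefore does not contradict the paper. Depth is argued against, since the median was -0.30 after thinning. However, 4 of the 35 splits gave a median as far from 0, and with fry, which allows for correlated genes, the adjusted p was 0.130, so the shift may come from correlated genes that vary between samples. No gene of the list was called, and 10 were lower at an unadjusted p under 0.05.

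The GFP transgene was lower in p16 cells (log2 fold change -0.58, limma adjusted p = 0.0167), with all 4 p16 samples below all 4 controls. The size factors do not account for it, since the log2 fold change was -0.54 with total count scaling. It lost the threshold without control replicate 2 (0.0506), the library labelled p16 replicate 1 (0.0518) or p16 replicate 3 (0.0574), and its adjusted p ran from 0.000193 to 0.127 over 21 other settings. In the authors' deposited table its p-value is 3.21e-05, and Supplementary Data 1 does not list it. A biological explanation was not tested.

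The remaining marker lists were not past the threshold in camera with all samples. T-cell genes (5 tested, median -0.14, or -0.22 with genes at the limit of detection set to their bound, camera adjusted p = 0.683), Langerhans and myeloid genes (8 tested, median 0.12, also with bounds, camera adjusted p = 0.253) and endothelial genes (4 tested, median 0.64, camera adjusted p = 0.0576, or 0.0431 and 0.0391 without control replicates 1 and 3 and 0.0383 without replicate 3 of both groups, and fry adjusted p = 0.0183) were tested in the same way. Clec14a was the endothelial gene called higher, from 5.48 ± 1.86 to 33.5 ± 9.73 (SD, n = 4 each). The lists of Fig. 4d, of the higher and lower genes of Fig. 4e and of Ccnd genes, which the study chose on these samples, had medians of 1.14, 0.74, -0.81 and 0.65 (camera adjusted p = 3.83e-08, 1.13e-12, 6.73e-08 and 8.43e-06). The differentiation list had a camera adjusted p of 0.683.

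The authors' deposited statistic is smaller than one refitted on the deposited values for some genes. Over 9404 genes with a mean above 20, a DESeq2 statistic fitted on the recovered reads and the statistic of the authors' deposited table had a Pearson correlation of 0.971 across genes, which are not independent replicates, and a median absolute difference of 0.0475. At 71 genes they differed by more than 2, and at all 71 the refitted one was farther from 0. For Akr1c18, chosen after its values were seen, the refitted statistic was -16.05 and the deposited one -5.96, with its sign turned to p16 over control. Fzd1 has a p-value of 0.0634 in the authors' deposited table. For Tmcc3, the deposited control mean of 265.9 differs from the mean of its 4 control values, 397. No other gene had such a difference. The cause was not tested.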
